# Identification of a heterogeneous and dynamic ciliome during embryonic development and cell differentiation

**DOI:** 10.1242/dev.201237

**Published:** 2023-04-27

**Authors:** Kelsey H. Elliott, Sai K. Balchand, Christian Louis Bonatto Paese, Ching-Fang Chang, Yanfen Yang, Kari M. Brown, Daniel T. Rasicci, Hao He, Konrad Thorner, Praneet Chaturvedi, Stephen A. Murray, Jing Chen, Aleksey Porollo, Kevin A. Peterson, Samantha A. Brugmann

**Keywords:** Primary cilia, Tissue heterogeneity, Craniofacial, Skeletogenesis, Ciliopathy

## Abstract

Primary cilia are nearly ubiquitous organelles that transduce molecular and mechanical signals. Although the basic structure of the cilium and the cadre of genes that contribute to ciliary formation and function (the ciliome) are believed to be evolutionarily conserved, the presentation of ciliopathies with narrow, tissue-specific phenotypes and distinct molecular readouts suggests that an unappreciated heterogeneity exists within this organelle. Here, we provide a searchable transcriptomic resource for a curated primary ciliome, detailing various subgroups of differentially expressed genes within the ciliome that display tissue and temporal specificity. Genes within the differentially expressed ciliome exhibited a lower level of functional constraint across species, suggesting organism and cell-specific function adaptation. The biological relevance of ciliary heterogeneity was functionally validated by using Cas9 gene-editing to disrupt ciliary genes that displayed dynamic gene expression profiles during osteogenic differentiation of multipotent neural crest cells. Collectively, this novel primary cilia-focused resource will allow researchers to explore longstanding questions related to how tissue and cell-type specific functions and ciliary heterogeneity may contribute to the range of phenotypes associated with ciliopathies.

## INTRODUCTION

Cilia are microtubule-based cellular organelles common to almost all eukaryotic cells across the animal kingdom (Goetz and Anderson, 2010). Cilia perform vital functions during several biological processes, including locomotion, left-right patterning, vision, olfaction, airway clearance and reproduction (Choksi et al., 2014). For all cilia, there is a highly conserved and recognized basic structure that consists of a ciliary membrane ensheathing a microtubule core (axoneme) and a specialized centriolar structure that anchors the cilium to the cell surface (the basal body). Together, these ciliary compartments are necessary to convey both molecular- and mechano-signal transduction capabilities upon the organelle (Pazour et al., 2002, 2000).

Ciliopathies are a class of diseases that arise when the structure or function of the cilium is compromised. Although mutations that prevent ciliogenesis often result in early embryonic lethal phenotypes (Eggenschwiler and Anderson, 2007), mutations that more moderately impact ciliary function are viable. Frequently, mutations such as these result in impaired or excessive signaling of molecular pathways required for development (Goetz and Anderson, 2010). Thus, a complete understanding of the cadre of genes and proteins that are necessary and sufficient for ciliary functions, referred to herein collectively as the ciliome, holds great biomedical relevance. To date, several studies have been performed to comprehensively demarcate the ciliome. Syscilia Gold standard (van Dam et al., 2013), CiliaCarta (van Dam et al., 2019) and Cil*db* (Arnaiz et al., 2014, 2009; Reiter and Leroux, 2017) represent three independent studies dedicated to defining the ciliome. In addition to these undertakings, ciliogenesis modulator screens have been carried out to identify drivers and repressors of ciliogenesis (Kim et al., 2010; Wheway et al., 2015). Although these studies have ushered in a new era in studying the cilium, they have yet to be integrated to increase our understanding of the wide spectrum of phenotypes associated with ciliopathic conditions.

Several observations and experimental findings suggest a degree of heterogeneity beyond the structural aspect of the cilium that has yet to be appreciated. First, ciliopathies present with a wide variety of tissue-specific phenotypes. For example, Joubert syndrome (JS) and Bardet Biedl Syndrome (BBS) present with variable CNS and neuropsychiatric phenotypes, while Oral-Facial-Digital syndrome, Short Rib Polydactyly (SRP) and Meckle-Gruber syndrome (MKS) all present with skeletal defects (Cortés et al., 2016; Gorlin et al., 1990). This degree of phenotypic variation suggests that ciliopathic mutations have tissue-specific impacts across vertebrate species. Second, the loss of functional cilia does not always produce a uniform molecular readout across tissues. For example, several intraflagellar transport (IFT) mutants present with a loss-of-Hedgehog phenotype in the developing neural tube and gain-of-Hedgehog phenotype during limb development (Huangfu and Anderson, 2005; May et al., 2005). Within the craniofacial complex, loss of the ciliary gene kinesin family member 3a (*Kif3a*) results in a gain-of-Hedgehog or loss-of-Hedgehog signaling in the frontonasal and mandibular prominences, respectively (Chang et al., 2016; Millington et al., 2017). Taken together, these isolated experimental studies support the hypothesis that there may be a previously unappreciated amount of temporal, spatial and biologically relevant heterogeneity within the ciliome. A comprehensive analysis of ciliome heterogeneity between tissues commonly affected in ciliopathies has yet to be performed.

To definitively determine the extent of heterogeneity within the ciliome, we compared the ciliome of six distinct embryonic domains, including those that are commonly impacted in ciliopathies (neural, limb and craniofacial). Using unbiased transcriptional profiling and established ciliary databases (Arnaiz et al., 2014, 2009; Kim et al., 2010; Reiter and Leroux, 2017; van Dam et al., 2013, 2019; Wheway et al., 2015), our data comprehensively reveal that ∼30% of the ciliome is differentially expressed across analyzed tissues in the developing embryo and genes that are a part of the differentially expressed ciliome are under less stringent functional and evolutionary constraint. Furthermore, we profiled expression of the ciliome during differentiation of multipotent cranial neural crest cells and observed upregulation of numerous ciliary genes correlating with osteogenic cell fate decisions, suggesting that changes in the ciliome contribute to distinct functions of cell types in vertebrate species.

## RESULTS

### A unique subclass of differentially expressed ciliary genes suggests ciliary heterogeneity

To unbiasedly determine the extent of heterogeneity among cilia across selected embryonic tissues, we used datasets that comprehensively profiled the ciliome and screened for modulators of ciliogenesis (Arnaiz et al., 2014, 2009; Kim et al., 2010; Reiter and Leroux, 2017; van Dam et al., 2013, 2019; Wheway et al., 2015). Curation, of these datasets generated a comprehensive list of 1004 unique and previously verified protein-coding ciliary genes collectively referred to here as the ciliome (Table S1; https://research.cchmc.org/Ciliome_Gene_Expression/). Despite some overlap, our curated ciliome was distinct from the recently published transcriptome of motile cilia (Patir et al., 2020) and primary cilia proteomes from mouse IMCD3 cells (Ishikawa et al., 2012; May et al., 2021; Mehta et al., 2022; Mick et al., 2015) (Table S1). We examined tissues from organ systems severely affected in ciliopathies, including the developing face, brain and limbs. 

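Bulk RNA-seq was analysed from 35 libraries of CD1 mouse embryos at embryonic day 11.5: 6 each of FNP, MNP, dorsal brain (dB), ventral brain (vB) and limb, and 5 of MXP. The frontonasal, mandibular and maxillary prominences (FNP, MNP and MXP) are the outgrowths that form the face, and they are taken together as facial tissue, with dB and vB as neural tissue. The sample labels call the brain tissues dorsal and ventral neural tube, and the paper's names are used. The methods state that each tissue was pooled from several embryos, that RNA was extracted with Trizol and that reads were paired-end, of 75 bases. The methods give 6 independent replicates per tissue, and 5 MXP libraries were analysed. The authors deposited 1 table of Cufflinks transcript estimates per library, on the mm10 genome build, in FPKM, a measure of fragments scaled by transcript length and by the number of mapped fragments. The tables have a coverage column and no read counts. FPKM values were summed per gene symbol, 1 was added, and log2 values were fitted in limma with 1 mean per tissue over the 13934 genes that had a mean of at least 1 FPKM in some tissue. A gene was called different at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, on the scale of log2(FPKM + 1), which understates the change of genes with few FPKM. The methods state at least 20000000 reads per library. If coverage is the mean depth of reads of 75 bases, 1 FPKM went with 36.1 to 73.5 reads per kb of transcript. The coverage that went with 1 FPKM had a median of 3.14 in FNP, 4.01 in MNP, 3.54 in MXP, 3.32 in dB, 3.45 in vB and 3.88 in limb. It ranged from 2.70 to 5.51 over all libraries. Between 11742 and 12955 genes reached 1 FPKM in a library. Transcripts under 200 bases held 19.1 to 39.2% of all FPKM in the 6 libraries numbered 1, and a single gene held 14.2 to 36.0% there, against 1.33 to 7.61% in the other libraries. By the run named with each table, replicates 1 to 3 were sequenced in other runs than replicates 4 to 6, so counts of genes are given for each of these sets as well.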

Bulk RNA-seq analysis was performed on three dissected facial tissue samples from embryonic day 11.5 (E11.5) mouse embryos: the frontonasal prominence (FNP), the mandibular prominence (MNP) and the maxillary prominence (MXP). For comparison, E11.5 limb, dorsal brain (dB) and ventral brain (vB) samples from the developing forebrain and midbrain regions were also collected. Tissue samples were pooled for each biological replicate (*n*≥5) to reduce gene expression variations between individual embryos. RNA-seq sample distribution was visualized in a t-distributed stochastic neighbor embedded (t-SNE) plot. 

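Libraries of limb, MNP, FNP and dB resembled their own tissue more, on average, than any other tissue, while the r of MXP with MNP lay within the spread of its own pairs and that of vB with dB within the spread of its own. Pearson's r between libraries of the same tissue, over the 2000 genes of largest variance, was 0.869 ± 0.056 (SD over 85 pairs, which are not independent), within limb 0.901 ± 0.017, within dB 0.877 ± 0.029 and within MXP 0.876 ± 0.022 (SD over the pairs). MXP libraries had r = 0.859 ± 0.026 with MNP, a difference within the spread of the pairs. Libraries of vB had r = 0.789 ± 0.082 among themselves and 0.800 ± 0.049 with dB. The closest library belonged to the same tissue for 30 of the 35 libraries. Average-linkage clustering into 6 groups kept FNP and limb as groups of their own, joined MNP with MXP, put vB replicates 1 and 5 with dB, and left vB replicate 4 alone (adjusted Rand index 0.684). In vB replicate 4 the ventral forebrain gene Nkx2-1 had 6.93 FPKM, and its mean r with the other vB libraries was 0.706, where theirs were 0.796 to 0.823. Mesenchymal markers also differed between the vB libraries, from a mean log2(FPKM + 1) of 0.69 in replicate 6 to 4.75 in replicate 5, while dB lay between 3.88 and 4.52.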

Individual samples for each tissue clustered closely, demonstrating low variation and high reproducibility. 

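Neural and facial tissue differed in expression of many genes, 925 higher in neural and 646 higher in facial tissue. Fabp7, a fatty acid binding protein of radial glia, had 309 ± 121 FPKM (SD, n = 12) in neural and 7.26 ± 8.55 FPKM (SD, n = 17) in facial tissue (log2 fold change 5.64, SE 0.32, adjusted p = 1.7e-16 in limma). Hes5, a Notch target of neural progenitors, and the proneural factor Neurog2 followed (log2 fold change 5.54, SE 0.34, adjusted p = 2.4e-15, and log2 fold change 5.28, SE 0.16, adjusted p = 2.6e-23). The T-box factors Tbx2 and Tbx3 were lower in neural tissue (log2 fold change −5.07, SE 0.25, adjusted p = 4.1e-18, and log2 fold change −4.32, SE 0.16, adjusted p = 6.0e-21). So was the epidermal keratin Krt14 (log2 fold change −4.04, SE 0.25, adjusted p = 1.7e-15). Between tissues of the same category, MNP had 96 genes higher and 48 lower than MXP, FNP had 235 higher and 138 lower than MNP, and dB had 133 higher and 61 lower than vB. Between tissues of different categories, MNP had 208 higher and 170 lower than limb, MXP 264 and 201, and vB had 1052 higher and 811 lower than MNP. The correlation r was 0.816 ± 0.043 (SD) over 132 pairs of libraries from different tissues of the same category. It was 0.538 ± 0.173 (SD) over 378 pairs from different categories. All 35 libraries had their closest neighbor within their category. Within replicates 1 to 3 alone, 1081 genes were higher in neural and 662 in facial tissue, and within replicates 4 to 6 alone, 778 and 624. For dB against vB the count was 24 genes within replicates 4 to 6, against 266 within replicates 1 to 3 and 276 without vB replicate 4.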

As expected, facial tissues (MXP, MNP and FNP) were more closely related to each other than to neural tissues (dB and vB) (Fig. S1A). Comparison between any two of the six tissue samples collected revealed a total of 7077 differentially expressed (DE) genes with a fold change of at least 2.0 and a 5% false discovery rate (FDR) (Fig. 1A).

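Of the 13934 tested genes, 2968 (21.3%) differed between at least 1 pair of the 6 tissues. In limb, all 11 tested Hox genes, which pattern the limb along its axes, were higher than in facial tissue (camera adjusted p = 3.3e-84, adjusted p = 6.6e-10 with an estimated correlation, and 11 when adjusted over the list alone). Hoxd13 had 168 ± 87.3 FPKM (SD, n = 6) in limb (facial against limb, log2 fold change −7.19, SE 0.17, adjusted p = 1.8e-26) and Hoxa10 124 ± 13.4 FPKM (SD, n = 6) (log2 fold change −6.95, SE 0.05, adjusted p = 9.2e-43). All 10 limb mesenchyme genes, of which 4 are Hox genes of the first list, were higher in limb as well (camera adjusted p = 1.1e-40, and adjusted p = 7.7e-06 with an estimated correlation). All 10 facial prominence genes were higher in the face (camera adjusted p = 3.3e-15, adjusted p = 3.0e-04 with an estimated correlation). The homeobox factors Barx1 (log2 fold change 5.00, SE 0.27, adjusted p = 2.0e-16) and Lhx8 (log2 fold change 4.84, SE 0.35, adjusted p = 8.1e-13) led. Between the prominences, Hand2, a bHLH factor of the mandibular arch, had 94.2 ± 11.8 FPKM (SD, n = 6) in MNP and 0.0538 ± 0.0342 FPKM (SD, n = 6) in FNP (MNP against the other prominences, log2 fold change 6.15, SE 0.27, adjusted p = 8.3e-18). Foxl2 was higher in MXP than in the other prominences (log2 fold change 3.54, SE 0.28, adjusted p = 1.2e-10) and Fezf1 in FNP (log2 fold change 3.74, SE 0.19, adjusted p = 9.9e-16). In the brain, Emx1 was higher in dB (log2 fold change 2.69, SE 0.25, adjusted p = 8.5e-09). Nkx2-1 was higher in vB (log2 fold change −4.26, SE 0.75, adjusted p = 3.5e-04, and an adjusted p of 0.498 within replicates 4 to 6). Within replicates 1 to 3 alone 3319 genes differed, and within replicates 4 to 6 alone 2589. With 0.1 added in place of 1 and a tissue mean of at least 0.1 FPKM, chosen after the data were seen, 5644 of 17718 genes differed.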

**Fig. 1.**
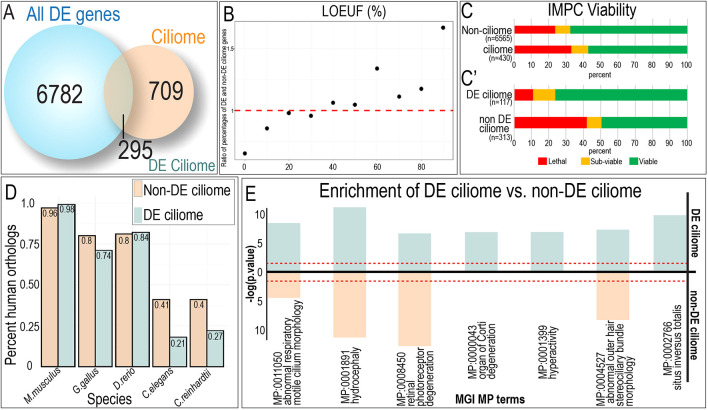
**Transcriptomes of developing craniofacial tissues reveal differential expression of ciliary genes.** (A) Venn diagram depicting the overlap between the combined number of differentially expressed genes between neural, facial and limb samples (blue), and curated ciliome (orange). (B) Ratio of loss of function observed over expected upper bound fraction (LOEUF) percentages of DE and non-DE ciliome genes. (C) Summary of primary viability screening data from the International Mouse Phenotyping Consortium (IMPC) for non-ciliome, ciliome, DE ciliome and non-DE ciliome gene sets. Lethal, subviable and viable bins are defined from intercrosses between heterozygous animals and then genotyping offspring (*n*>28) to determine the number of homozygous animals present at weaning. (D) Graphical analysis of the percentage sequence similarity between genes within the non-DE ciliome and the DE ciliome between various species. (E) Enrichment analysis based on MGI MP terms and comparison between DE and non-DE ciliome. FDR≤1E-04.

To determine differential expression of the ciliome between embryonic tissues, 7077 total differentially expressed genes were intersected with 1004 genes of the ciliome. The comparison revealed that 295/1004 (∼29%) of previously identified ciliary genes were differentially expressed between any two tissues (Fig. 1A; Table S1). These 295 differentially expressed genes (referred to as the DE ciliome hereafter) represented all ciliary compartments, including the basal body, transition zone, axoneme and ciliary membrane (Fig. S1B). 

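A list of 303 ciliary genes in 12 compartments and complexes was fixed before the data were examined, in place of the paper's curated list, which was not used here. Of these, 292 matched the deposited gene symbols and 214 passed the expression filter. Of these 214, 25 (11.7%) differed between at least 1 pair of tissues, a smaller share than the 21.3% of all tested genes (Fisher's exact test against the other tested genes, two-sided, p = 0.00028, odds ratio 0.484). Rfx4, a transcription factor of the neural tube, had 17.7 ± 4.15 FPKM (SD, n = 6) in dB, 12.9 ± 6.28 FPKM (SD, n = 6) in vB and 0.0475 ± 0.0398 FPKM (SD, n = 5) in MXP. The polycystin Pkd2 had 15.3 ± 2.90 FPKM (SD, n = 17) in facial and 7.78 ± 1.89 FPKM (SD, n = 12) in neural tissue. The intraflagellar transport gene Ift20 had 32.1 ± 6.75 FPKM (SD, n = 12) in neural, 35.6 ± 3.46 FPKM (SD, n = 17) in facial and 39.7 ± 8.89 FPKM (SD, n = 6) in limb tissue. Within replicates 1 to 3 alone 27 of 212 ciliary genes differed, and within replicates 4 to 6 alone 26 of 214. With 0.1 added and a tissue mean of at least 0.1 FPKM, chosen after the data were seen, the count was 63 of 264.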

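The 25 ciliary genes came from 8 of the 12 lists of compartments. The membrane and trafficking list gave 5 of 32 (Tub, Flna, Tulp3, Rab3il1 and Pkd2), the transition zone 2 of 29 (Ahi1 and Tmem107), and the basal body and centriole 1 of 46 (Tsga14, also named Cep41). Among axonemal genes, 2 of 15 dynein arm genes (Dnahc7a and Ccdc40) and 5 of 19 genes of the radial spoke, central pair and nexin link (among them Rsph1, Rsph9, Spef1 and Lrrc23) differed. Tubulin-modifying enzymes gave 2 of 6 tubulin tyrosine ligase-like genes (Ttll1 and Ttll7) and 2 of 11 others (Atat1 and Vash1). Multiciliogenesis regulators had the most, 6 of 11 (Rfx4, Foxj1, Gm606, Ccno, Mcin and Trp73). Over all libraries with 1 added, in limma none of 6 IFT-A, 17 IFT-B, 9 ciliary motor and 13 BBSome genes differed between any pair. Of them 6, 13, 7 and 9 had an unadjusted p under 0.05 in at least 1 pair. Some transport, motor and BBSome genes passed under other settings. Rabl5, with a log2 fold change of 0.989 for vB against MNP in the main fit, passed there with 0.1 added (1.03) and within replicates 1 to 3 (1.0004). For vB against MXP it passed within replicates 4 to 6 (1.07) and without MXP replicate 1 (1.045). Kif3c passed against limb in vB without vB replicate 4 (1.07) and within replicates 1 to 3 (1.02). Bbip1 (vB against MNP, 1.05) and Kif7 passed within replicates 4 to 6. Ahi1, a Joubert syndrome gene at chromosome 10 from 20952547 to 21080429 of mm10, had 16.1 ± 4.50 FPKM (SD, n = 6) in vB and 5.83 ± 0.586 FPKM (SD, n = 5) in MXP. Tmem107 had 13.9 ± 3.47 FPKM (SD, n = 6) in dB and 6.06 ± 1.03 FPKM (SD, n = 5) in MXP. Atat1, the alpha-tubulin acetyltransferase, had a failed estimate in MNP replicate 2. Tmem107 was under the fold threshold without MXP replicate 2 (dB against MXP, log2 fold change 0.995). It was also under it with the replicate number as a block (0.98) and within replicates 1 to 3 (0.94). Pkd2 was under the threshold without vB replicate 4 (vB against MNP, −0.995), and Ccdc40 and Trp73 with the sequencing run as a block (dB against limb, 0.92 and 0.98). With quantile normalization Ccdc40, Mcin, Tmem107 and Trp73 lost their call, and within replicates 4 to 6 alone 6 of the 25 genes did, among them Ccdc40, Rab3il1, Spef1, Ttll7 and Vash1.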

Phenotype/disease enrichment of the DE ciliome identified several phenotypes such as ciliopathies, situs inversus and Kartagener syndrome/primary ciliary dyskinesia associated with these genes, further confirming their ciliary functionality (Fig. S1C).

Although *in vivo* transcriptomic analysis supported the concept of ciliary heterogeneity within the embryo, *in vitro* data in cell types that represented organ systems frequently affected in ciliopathies (NIH-3T3-fibroblasts, NE4C-neuroectodermal and O9-1-neural crest) (Ishii et al., 2012; Schlett et al., 1997; Todaro and Green, 1963) revealed additional variation in ciliary length, number and rate of ciliary extension. Immunostaining for the axonemal marker Arl13b (Caspary et al., 2007) demonstrated that neural crest cells possessed the longest cilia and highest rate of ciliation, followed by fibroblasts and neuroectodermal cells, respectively (Fig. S1D,D′). Rates of ciliary extension, as induced by cytochalasin D treatment, also varied significantly across cell populations, with fibroblasts exhibiting the most rapid rates of extension (Fig. S1D,D′).

To determine whether embryonic ciliary heterogeneity was biologically relevant, we assayed viability associated with mutations across the ciliome in both human and mouse via the Genome aggregation database (gnomAD) (Karczewski et al., 2020) and the International Mouse Phenotyping Consortium (IMPC) (Cacheiro et al., 2020; Dickinson et al., 2016), respectively. 928 of the 1004 ciliome genes had gnomAD constraint scores. The loss-of-function observed/expected upper bound fraction (LOEUF) scores of ciliome genes (mean=0.802) were significantly lower compared with the rest of the genome (mean=0.960; *t*-test *P*-value=6.93^−24^), suggesting ciliome genes were under selection. Genes of the DE ciliome (*n*=272, mean=0.861) were compared with genes of the non-DE ciliome (*n*=656, mean=0.776), and had significantly higher LOEUF scores (*t*-test *P*-value=0.0096), suggesting DE ciliome genes were under less selection than the non-DE ciliome genes.

To further examine this difference in mean LOEUF, the ratio of percentages for genes of the DE ciliome over genes of the non-DE ciliome was calculated for each decile (Fig. 1B; Table S2). This analysis showed a clear trend where the ratio of DE compared with non-DE ciliome was lower at lower LOEUF (higher constraint) and increased at higher LOEUF (less constraint), providing further evidence that genes in the non-DE ciliome are under a greater level of selective pressure than genes in the DE ciliome. Furthermore, GO-term analysis of the non-DE ciliome revealed that the most significant associations were with structural components of the ciliome (e.g. centrosome, axoneme, ciliary tip and ciliary transition zone; Table S3). Together, these data support the hypothesis that the non-DE ciliome is more highly constrained because it represents a cohort of genes essential for ciliogenesis and ciliary function, while the DE ciliome is less constrained because it contributes to tissue-specific functions.

In addition to evidence of functional constraint based upon human sequence data, large-scale primary viability screening in knockout mice provides another source of information to assess gene essentiality. First, to validate the importance of the ciliome in total, we compared the viability of murine embryos with mutations in genes within and outside the ciliome, as determined by the IMPC. For genes analyzed by the IMPC, mutations in ciliary genes were less tolerated relative to the rest of the genome, with over 40% classified as essential (lethal and subviable) (Fig. 1C). Second, the percentage of lethal genes associated with mutations in the DE ciliome was lower than non-DE ciliome, with only ∼10% of DE ciliome mutations resulting in lethality when compared with >40% within the non-DE ciliome (Fig. 1C′). These findings agree with the LOEUF analysis supporting lower levels of constraint for DE genes. Furthermore, statistical analysis revealed that genes within the non-DE ciliome were enriched for the mammalian phenotype (MP) term ‘preweaning lethality, complete penetrance’ when compared with the full ciliome (Fig. S1E). Together, these data identified a defined subset of the ciliome that lacked ubiquitous expression and was dispensable for essential functions related to ciliogenesis. Interestingly, when analyzing orthologs from the PANTHER database (Thomas et al., 2022), genes of the DE ciliome had fewer orthologs from non-vertebrates (*C. elegans* and *C. reinhardtii*, Fig. 1D)*.* As genes conserved across phyla are more likely to carry out essential core biological functions, and clade-specific genes are more likely to perform organism- or cell type-specific tasks (Mata and Bahler, 2003), these data collectively suggested that the DE ciliome represents a distinct class of genes with cell- or tissue-specific function. Enrichment analysis based on MGI MP terms revealed several specific phenotypes significantly enriched within the DE ciliome relative to the non-DE ciliome (Fig. 1E). Genes associated with hyperactivity, organ of Corti degeneration, impaired mucociliary clearance and situs inversus totalis were significantly enriched within the DE ciliome versus the non-DE ciliome, further supporting the tissue-specific biological relevance of the DE ciliome. Thus, using several measures of analysis to characterize associated phenotype, molecular function and cellular compartment, the DE-ciliome is distinct from the non-DE ciliome (Tables S1 and S3).

### The differentially expressed ciliome contributes to tissue specificity

Initial analysis of RNA-seq data revealed tissue replicates exhibited a more similar transcriptomic profile than unrelated tissue samples (Fig. S1A). Concordantly, examination of the DE ciliome revealed that the cohort of differentially expressed genes was similar between closely related tissues (Fig. 2A). 

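Over the 214 ciliary genes alone, libraries of the same tissue had r = 0.968 ± 0.031 (SD over pairs, which are not independent) and libraries of different tissues of the same category 0.967 ± 0.028, while libraries of different categories had 0.914 ± 0.046. Tulp3, an adaptor that brings receptors into the cilium, had 17.9 ± 1.00 FPKM (SD, n = 6) in FNP, 18.0 ± 2.03 FPKM (SD, n = 6) in MNP and 18.5 ± 1.73 FPKM (SD, n = 5) in MXP. It had 10.4 ± 1.22 FPKM (SD, n = 6) in dB and 7.99 ± 2.94 FPKM (SD, n = 6) in vB.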

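Tub, which encodes a tubby protein of ciliary membrane trafficking, had 11.2 ± 8.80 FPKM (SD, n = 12) in neural, 1.70 ± 0.597 FPKM (SD, n = 17) in facial and 2.76 ± 0.951 FPKM (SD, n = 6) in limb tissue. It was higher in neural than in facial tissue (log2 fold change 1.86, SE 0.21, adjusted p = 2.7e-09 in limma) and than in limb (log2 fold change 1.40, SE 0.28, adjusted p = 7.8e-05). Of 11 multiciliogenesis regulators, 4 (Rfx4, Foxj1, Gm606 and Ccno) were higher in neural than in facial tissue and none was lower, and the same number passed against limb. As a set the list was higher in neural tissue (camera adjusted p = 2.6e-05 and 3.7e-05, and adjusted p = 0.067 and 0.074 with an estimated correlation). Of 32 membrane and trafficking genes, Tub was higher and Flna lower in neural than in facial tissue (camera adjusted p = 0.080), and Tub alone passed against limb. Of 29 transition zone genes, Ahi1 was higher in neural tissue than in limb (log2 fold change 1.00, SE 0.10, adjusted p = 7.7e-10). So were Atat1 and Vash1 of 11 other tubulin-modifying genes (log2 fold change 1.04, SE 0.15, adjusted p = 5.3e-07, and log2 fold change 1.19, SE 0.27, adjusted p = 4.7e-04), though within replicates 4 to 6 Vash1 had an adjusted p of 0.20. Ahi1 and Atat1 were under the fold threshold against limb within replicates 4 to 6 (log2 fold change 0.94 and 0.93). They were also under it with the sequencing run as a block (0.96 and 0.95). In limma none of 13 BBSome genes passed between neural and facial tissue, 8 had an unadjusted p under 0.05, and the camera adjusted p was 0.068. Adjusted over each list alone, these counts were the same.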

Neural tissues (dB and vB) had a distinct pattern of ciliary gene expression when compared with facial prominences (FNP, MXP and MNP) and limb tissue. 

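Between the category means, 12 of the 214 ciliary genes differed: Ahi1, Atat1, Ccno, Flna, Foxj1, Gm606, Rfx4, Rsph1, Spef1, Tsga14, Tub and Vash1. Among the genes that differed between single tissues but not between categories, Tulp3 (neural against facial, log2 fold change −0.96, SE 0.11, adjusted p = 1.8e-09 in limma) and Pkd2 (log2 fold change −0.90, SE 0.11, adjusted p = 2.6e-08) had lower levels in neural tissue, under the fold threshold. Dnahc7a (log2 fold change 0.96, SE 0.11, adjusted p = 3.3e-09) and Lrrc23 (log2 fold change 0.96, SE 0.07, adjusted p = 2.0e-13) had higher levels in neural tissue, also under it. Trp73 had 2.55 ± 0.991 FPKM (SD, n = 6) in dB, 1.47 ± 1.15 FPKM (SD, n = 6) in vB and 1.66 ± 0.763 FPKM (SD, n = 5) in MXP. Within replicates 1 to 3 alone 12 ciliary genes differed between categories, and within replicates 4 to 6 alone 10. The count was 25 with 0.1 added in place of 1.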

Of the 295 genes of the DE ciliome that were differentially expressed across dB, vB, FNP, MXP, MNP and limb, 289 were differentially expressed when compressing the six isolated embryonic structures into three general tissue categories: neural (dB and vB), facial (FNP, MXP and MNP) and limb. Pair-wise comparison between each tissue identified that 3.4% (10/289) of DE ciliary genes were exclusively upregulated in the limb, whereas 12% (35/289) or 4.8% (14/289) of DE ciliary genes were upregulated in both limb and facial tissues or limb and neural tissues, respectively (Fig. 2B; Table S1). 

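A gene counted as higher in a category when it was called higher than in at least 1 other category. By this rule a single ciliary gene was higher in limb alone. Tsga14 (also named Cep41), a centrosomal and ciliary protein mutated in Joubert syndrome, lies on chromosome 6 from 30653457 to 30693682 of mm10. It had 14.8 ± 1.84 FPKM (SD, n = 6) in limb, 6.37 ± 0.656 FPKM (SD, n = 17) in facial and 6.85 ± 0.525 FPKM (SD, n = 12) in neural tissue (facial against limb, log2 fold change −1.09, SE 0.06, adjusted p = 1.4e-15 in limma). Over all tested genes, 225 were higher in limb alone, 391 in limb and facial tissue and 22 in limb and neural tissue. Hoxd11 and Hand2 were among the genes higher in limb than in neural tissue (log2 fold change −6.12, SE 0.09, adjusted p = 4.9e-33, and log2 fold change −6.33, SE 0.27, adjusted p = 1.1e-19). Of 46 basal body and centriole genes, Tsga14 was the member that passed between facial tissue and limb (camera adjusted p = 0.28).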

In the face, 17.6% (51/289) of DE ciliary genes were solely upregulated in facial tissues (FNP, MXP and MNP), whereas 12% (35/289) of DE ciliary genes were upregulated in both facial tissues and limb tissues, and 19% were upregulated in both facial and neural tissues (55/289; Fig. 2B; Table S1). 

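By the same rule for categories, Flna was the ciliary gene higher in facial tissue alone, called against neural tissue and not against limb. It encodes filamin A, an actin cross-linker that binds the transition zone protein meckelin. It had 92.1 ± 21.5 FPKM (SD, n = 17) in facial, 65.6 ± 15.6 FPKM (SD, n = 6) in limb and 45.6 ± 15.3 FPKM (SD, n = 12) in neural tissue (neural against facial, log2 fold change −1.05, SE 0.14, adjusted p = 1.0e-07 in limma). Its log2 fold change was −0.98 without vB replicate 4 and −0.97 within replicates 1 to 3, below a fold change of 2. Rab3il1, an exchange factor for Rab GTPases, was under the fold threshold (log2 fold change −0.65, SE 0.12, adjusted p = 1.4e-05). It had 14.1 ± 2.16 FPKM (SD, n = 17) in facial, 10.4 ± 1.23 FPKM (SD, n = 6) in limb and 9.00 ± 3.17 FPKM (SD, n = 12) in neural tissue. Over all tested genes, 278 were higher in facial tissue alone and 92 in facial and neural tissue. Tbx2 and Twist1 were among those with the largest difference from neural tissue, Twist1 with 217 ± 68.0 FPKM (SD, n = 17) in facial and 19.5 ± 16.6 FPKM (SD, n = 12) in neural tissue.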

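Neural tissue alone had 10 higher ciliary genes by this rule: Ahi1, Atat1, Ccno, Foxj1, Gm606, Rfx4, Rsph1, Spef1, Tub and Vash1. Of these, 5 were higher than in both other categories. Ahi1, Atat1, Rsph1, Spef1 and Vash1 were called against limb and not against facial tissue. Rsph1, a radial spoke head protein, had 2.12 ± 0.575 FPKM (SD, n = 12) in neural and 0.358 ± 0.131 FPKM (SD, n = 6) in limb tissue (neural against limb, log2 fold change 1.18, SE 0.12, adjusted p = 7.8e-10 in limma). Spef1, a microtubule-binding protein of the central pair, had 12.4 ± 3.60 FPKM (SD, n = 12) and 5.38 ± 1.63 FPKM (SD, n = 6) (log2 fold change 1.05, SE 0.18, adjusted p = 1.0e-05). Vash1, a tubulin carboxypeptidase, had 20.9 ± 8.22 FPKM (SD, n = 12) and 8.27 ± 3.05 FPKM (SD, n = 6), and Atat1 52.4 ± 16.0 FPKM (SD, n = 12) and 24.5 ± 5.42 FPKM (SD, n = 6). Over all tested genes 1088 were higher in neural tissue alone, among them the progenitor factor Sox2 (neural against limb, log2 fold change 6.21, SE 0.25, adjusted p = 6.0e-20) and the neuronal stathmin Stmn3 (log2 fold change 6.62, SE 0.32, adjusted p = 3.5e-18). The number of ciliary genes higher in neural tissue alone was 11 within replicates 1 to 3, 7 within replicates 4 to 6, 8 with the sequencing run as a block, 7 with quantile normalization, and 19 with 0.1 added in place of 1. With the run as a block Ahi1, Atat1 and Spef1 were under the fold threshold (neural against limb, log2 fold change 0.96, 0.95 and 0.97) and Dnahc7a passed it (1.05), and with quantile normalization Ahi1, Rsph1 and Spef1 were under it (0.94, 0.95 and 0.97). Within replicates 4 to 6 Ahi1, Atat1 and Spef1 were under it (neural against limb, 0.94, 0.93 and 0.93), Vash1 had a log2 fold change of 0.91 with an adjusted p of 0.20, and Dnahc7a passed (neural against facial, 1.15).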

Finally, 40% (117/289) of DE ciliary genes were upregulated exclusively in neural tissues (Fig. 2B; Table S1). Thus, there was a higher percentage of DE ciliome genes expressed exclusively in one tissue type (∼62%) than DE ciliome genes with overlapping expression across at least two tissues (∼38%; Fig. 2B).

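Each of the 12 ciliary genes that differed was higher in a single category, a share of 100% (95% Wilson interval over genes, 75.8 to 100%). Over all tested genes 2096 differed between categories and 1591 of them (75.9%) were higher in a single category. When a gene had to be higher than both other categories, 50% of the 12 ciliary genes counted as such. The plot of FPKM by tissue shows Foxj1, Rfx4 and Ccno, of the multiciliogenesis list, with their highest levels in dB and vB. It shows Flna and Tulp3 with lower means there than in the prominences, and Tsga14 with its highest level in limb. Within replicates 1 to 3 and within replicates 4 to 6 the share was 100% each. The paper reasons to its comparison from the shares of genes in Fig. 2B.

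**Figure D1:**
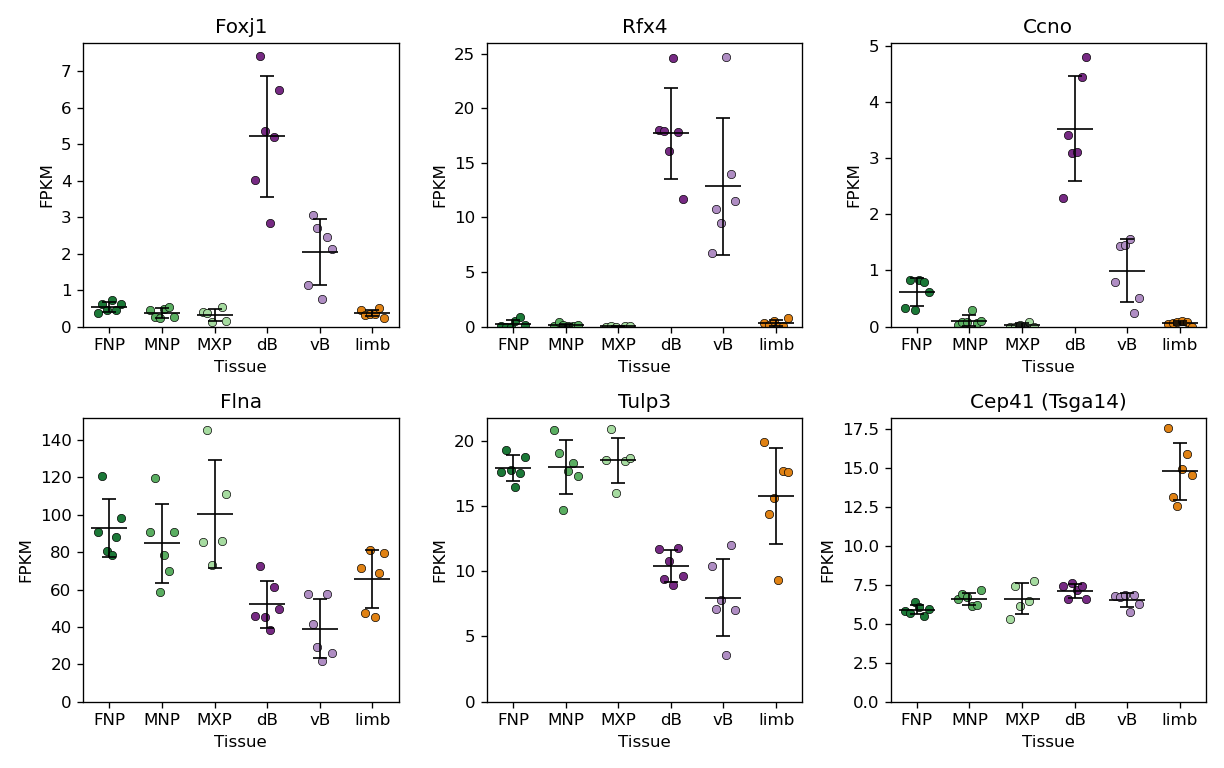
FPKM of 6 ciliary genes (y axes, linear and starting at 0) in FNP, MNP, MXP, dB, vB and limb (x axes). Each point is a library, horizontal bars are tissue means and error bars are SD (n = 6, and 5 for MXP). Foxj1 lies between 2.83 and 7.41 FPKM in dB and between 0.759 and 3.06 in vB, and the limb libraries of Cep41, listed as Tsga14, lie between 12.6 and 17.6 FPKM, above all other libraries.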

**Fig. 2.**
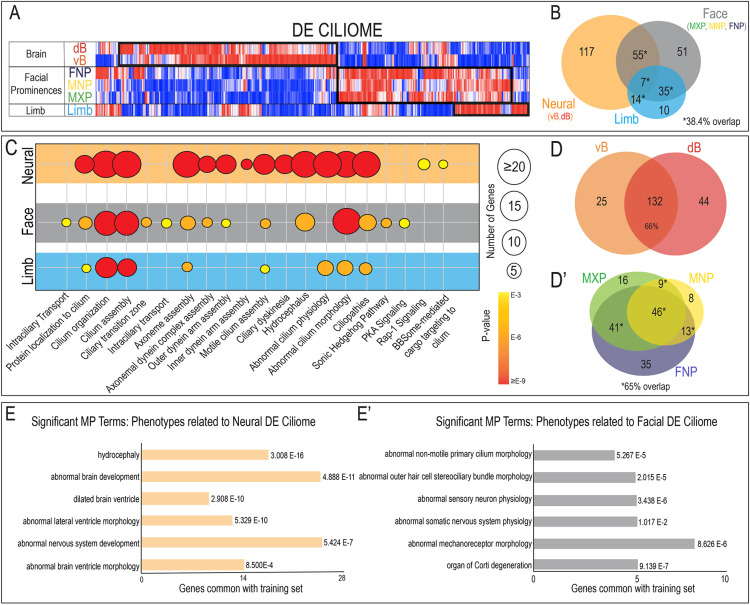
**Ciliary heterogeneity correlates with tissue of origin.** (A) Heatmap showing hierarchical clustering of DE ciliary genes separated according to neural, facial and limb tissues. (B) Venn diagram depicting the genes upregulated in neural, facial, limb and possible combinations of tissues. (C) Summary of GO terms enriched in ciliary genes robustly expressed in neural, facial or limb tissues. Bubble size indicates the number of ciliary genes per annotation, color reflects range of *P*-values. (D) Venn diagram depicting the overlap between genes of the DE ciliome upregulated within ventral (vB) and dorsal (dB) neural tissue. (D′) Venn diagram depicting the overlap between genes of the DE ciliome upregulated within the facial prominences: frontonasal prominence (FNP), mandibular prominence (MNP) and maxillary prominence (MXP). (E,E′) Representative tissue-specific mammalian phenotype (MP) terms enriched in the neural (E) and facial (E′) DE ciliome gene sets (FDR<0.05).

ToppGene Suite (Chen et al., 2009a,b, 2007) analysis suggested that the DE ciliome contributed to tissue-specific cellular processes among neural, facial and limb samples. 

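Rfx4, Foxj1, Gm606 and Ccno, of the list of multiciliogenesis regulators, were higher in neural tissue, while most axonemal genes were under the expression filter. Foxj1, the transcription factor that switches on motile cilium genes, lies on chromosome 11 from 116330704 to 116336390 of mm10. It had 5.21 ± 1.65 FPKM (SD, n = 6) in dB, 2.04 ± 0.908 FPKM (SD, n = 6) in vB, 0.417 ± 0.168 FPKM (SD, n = 17) in facial and 0.373 ± 0.0876 FPKM (SD, n = 6) in limb tissue (neural against facial, log2 fold change 1.58, SE 0.11, adjusted p = 1.7e-14 in limma). Rfx4 had 15.3 ± 5.66 FPKM (SD, n = 12) in neural and 0.158 ± 0.240 FPKM (SD, n = 17) in facial tissue (log2 fold change 3.76, SE 0.13, adjusted p = 8.2e-22). Gm606 (also named Gmnc) and Ccno, which drive centriole amplification in multiciliated cells, followed (log2 fold change 1.42, SE 0.11, adjusted p = 2.9e-13, and log2 fold change 1.27, SE 0.09, adjusted p = 1.3e-13). Of 19 genes of the radial spoke, central pair and nexin link, none passed both thresholds in limma and 14 had an unadjusted p under 0.05. Lrrc23 had 1.41 ± 0.757 FPKM (SD, n = 12) against 0.194 ± 0.158 FPKM (SD, n = 17) in neural against facial tissue. The list as a set was higher in neural tissue (median log2 fold change 0.28, camera adjusted p = 0.0097, and adjusted p = 0.13 with an estimated correlation). Of 15 genes of the dynein arms and their assembly none passed, 8 had an unadjusted p under 0.05, and the camera adjusted p was 0.096. Dnahc7a, an inner arm heavy chain, had 3.16 ± 1.40 FPKM (SD, n = 12) against 1.12 ± 0.522 FPKM (SD, n = 17). A further 22 dynein arm genes and 38 radial spoke, central pair and nexin genes were under the expression filter, and 16 and 26 of these had their highest tissue mean in dB or vB. In total 4 of 45 motile cilium genes passed, among them Rfx4, a transcription factor of the neural tube. The count was 6 of 42 within replicates 1 to 3, 5 within replicates 4 to 6, 7 without FNP replicates 4 and 5 and vB replicates 1, 4 and 5 (left out after the data were seen), and 12 with 0.1 added in place of 1.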

Although terms like ‘cilium organization’ and cilium ‘assembly’ were associated with all three tissues, terms related to formation and function of motile cilia (‘inner dynein arm assembly’, ‘outer dynein arm assembly’ and ‘motile cilia assembly’) were enriched in neural tissues relative to facial and limb tissues (Boon et al., 2014; Brody et al., 2000; Moore et al., 2013; Patir et al., 2020; Zou et al., 2020) (Fig. 2C; Fig. S2A). Given the fact that the neural tissues were the only tissues to contain motile cilia, these results were expected and served as proof-of-principle and quality control for our approach. ToppGene Suite analysis of the neural DE ciliome generated GO terms related to molecular function and highlighted a significant enrichment in genes that contribute to tubulin binding and glutamylation, including tubulin tyrosine ligase-like (Ttll) genes (Fig. S2B). Furthermore, there was a higher percentage of overlapping expression of neural DE ciliary genes within neural tissues (ventral versus dorsal) than related tissues, with 66% (132/201) of genes upregulated in both ventral and dorsal neural tissue (Fig. 2D; Fig. S2A). Thus, our unbiased bioinformatic analysis supported the hypothesis that the DE ciliome contributed to the formation of tissue-specific cilia.

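Ttll1, the catalytic subunit of a tubulin polyglutamylase complex, lies on chromosome 15 from 83483769 to 83510907 of mm10. It had 13.1 ± 2.62 FPKM (SD, n = 12) in neural, 6.78 ± 1.04 FPKM (SD, n = 17) in facial and 6.51 ± 0.991 FPKM (SD, n = 6) in limb tissue (neural against facial, log2 fold change 0.85, SE 0.07, adjusted p = 7.0e-13 in limma). Ttll7, a polyglutamylase with a preference for beta-tubulin, had 2.89 ± 0.981 FPKM (SD, n = 12) in neural and 1.30 ± 0.519 FPKM (SD, n = 17) in facial tissue (log2 fold change 0.75, SE 0.11, adjusted p = 4.7e-07). Both were under the fold threshold between the categories, and both differed between single tissues, Ttll7 not within replicates 4 to 6 alone (vB against MNP, log2 fold change 0.96). Ttll1 had 14.3 ± 3.28 FPKM (SD, n = 6) in vB and 6.06 ± 0.514 FPKM (SD, n = 6) in MNP. Ttll7 had 3.39 ± 0.985 FPKM (SD, n = 6) in vB and 0.927 ± 0.181 FPKM (SD, n = 6) in MNP. Ttll3, a tubulin glycylase, had a log2 fold change of 0.23 (SE 0.11, adjusted p = 0.076). None of the 6 tested Ttll genes passed both thresholds between neural and facial tissue in limma, also when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The list had a camera adjusted p of 0.23. With 0.1 added in place of 1, Ttll7 passed (log2 fold change 1.10). A further 6 Ttll genes were under the expression filter, 3 of them with their highest tissue mean in dB or vB.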

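A ciliary gene was taken as higher in a tissue when it was higher than in at least 1 of the other 5 tissues. By this rule 20 ciliary genes were higher in dB or vB, and 5 of them (25%, 95% Wilson interval 11.2 to 46.9%) were higher in both: Foxj1, Rfx4, Rsph1, Tub and Vash1. Higher in dB but not in vB were 8: Ccdc40, Ccno, Gm606, Lrrc23, Mcin, Spef1, Tmem107 and Trp73. Higher in vB but not in dB were 7, among them Ahi1, Atat1, Dnahc7a, Rsph9, Ttll1 and Ttll7. A direct test separated dB from vB for Ccno (log2 fold change 1.20, SE 0.14, adjusted p = 4.6e-07 in limma), with 3.53 ± 0.935 FPKM (SD, n = 6) in dB and 0.999 ± 0.560 FPKM (SD, n = 6) in vB. Gm606 (log2 fold change 1.52, SE 0.16, adjusted p = 1.1e-07) and Foxj1 (log2 fold change 1.05, SE 0.16, adjusted p = 5.0e-05) were also higher in dB. So were 3 of 5 markers of choroid plexus and roof plate (camera adjusted p = 1.6e-04, and adjusted p = 0.0022 with an estimated correlation). That list test was added after the data were seen. Tub was higher in vB (log2 fold change −1.19, SE 0.32, adjusted p = 0.024). Ttll1 did not pass the direct test (log2 fold change −0.24, SE 0.10, adjusted p = 0.22). Independent lists of these sizes would share 0.729 genes, and 4 were shared when dB and vB were compared with separate sets of the other tissues' libraries. In simulated data with nothing changed, by an unadjusted p under 0.05 in limma, 1279 of 13934 genes were higher in dB, 1243 in vB and 257 in both, where independent lists would share 114. Over all tested genes 1070 were higher in both, 270 in dB alone and 272 in vB alone. The ciliary share was 33.3% within replicates 1 to 3, 22.2% within replicates 4 to 6, and 60.7% of 28 genes with 0.1 added in place of 1.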

To validate this hypothesis, we next examined the extent to which the DE ciliome varies between the different facial prominences (FNP, MXP and MNP). This comparison identified the FNP and MXP as the two prominences containing the greatest number of unique genes (FNP, *n*=35; MXP, *n*=16); however, more than half of all the facial DE ciliome genes (109/168) were either shared by all three prominences or between any two (Fig. 2D′; Table S1). 

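By the same rule, 4 ciliary genes were higher in a facial prominence. Flna and Tulp3 were higher in all 3 prominences, Pkd2 in FNP and MNP, and Rab3il1 in FNP. Thus 3 of 4 (75%, 95% Wilson interval 30.1 to 95.4%) were higher in at least 2 prominences. Rab3il1 had 15.7 ± 1.61 FPKM (SD, n = 6) in FNP, 14.4 ± 1.24 FPKM (SD, n = 6) in MNP and 11.9 ± 1.81 FPKM (SD, n = 5) in MXP. Pkd2 had 16.0 ± 3.67 FPKM (SD, n = 6) in FNP, 16.2 ± 2.14 FPKM (SD, n = 6) in MNP and 13.4 ± 2.12 FPKM (SD, n = 5) in MXP. Neither separated FNP from the other prominences (log2 fold change 0.25, SE 0.16, adjusted p = 0.51 in limma, and log2 fold change 0.09, SE 0.15, adjusted p = 0.95). Over all tested genes 393 were higher in FNP alone, 147 in MNP alone, 142 in MXP alone and 616 in all 3. Of these tissues FNP had the most genes higher (219) or lower (103) than the other prominences. Sp8 was higher in FNP (log2 fold change 3.11, SE 0.17, adjusted p = 1.8e-15) and Barx1 lower (log2 fold change −4.75, SE 0.28, adjusted p = 2.9e-14). Hand1 and Pitx1 were higher in MNP (log2 fold change 4.18, SE 0.22, adjusted p = 6.8e-16, and log2 fold change 3.67, SE 0.32, adjusted p = 5.5e-10). Lhx6 was higher in MXP (log2 fold change 2.54, SE 0.34, adjusted p = 6.1e-06, and an adjusted p of 0.065 within replicates 4 to 6). FNP replicates 4 and 5 had a mean log2(FPKM + 1) of 4.77 and 4.50 over the neural progenitor markers, against 2.70 to 3.13 in the other FNP libraries. For FNP and MNP, FNP and MXP, and MNP and MXP, independent lists would share 0.0561, 0.0374 and 0.0280 ciliary genes, and 2, 2 and 1 were shared with separate sets of the other tissues' libraries. The ciliary share was 80% of 5 genes within replicates 1 to 3 and 42.9% of 7 within replicates 4 to 6.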

ToppGene Suite analysis of the facial DE ciliome generated GO terms related to molecular function, indicating a significant enrichment in genes that contribute to cytoskeletal and actin filament binding (Fig. S2C). 

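Of 44 tested genes that bind actin filaments, 9 were higher in facial than in neural tissue (Lima1, Cald1, Cnn2, Anxa2, Capg, Actn1, Utrn, Flna and Tpm1), 3 were lower (Fhl1, Ezr and Tagln) and 32 did not pass, with the same counts when adjusted over the list alone. Lima1, an actin bundling protein, had 43.0 ± 6.90 FPKM (SD, n = 17) in facial and 11.4 ± 2.87 FPKM (SD, n = 12) in neural tissue (neural against facial, log2 fold change −1.84, SE 0.09, adjusted p = 3.9e-18 in limma). The actin regulator Cald1 had 117 ± 26.3 FPKM (SD, n = 17) and 36.6 ± 10.3 FPKM (SD, n = 12) (log2 fold change −1.67, SE 0.12, adjusted p = 7.5e-14). Anxa2 had 115 ± 51.8 FPKM (SD, n = 17) and 45.5 ± 23.0 FPKM (SD, n = 12) (log2 fold change −1.44, SE 0.27, adjusted p = 3.7e-05). Fhl1 was higher in neural tissue (log2 fold change 1.57, SE 0.07, adjusted p = 2.7e-18). As a set the list was lower in neural tissue (median log2 fold change −0.58, camera adjusted p = 0.0016, and adjusted p = 0.50 with an estimated correlation). Mesenchymal markers were lower in neural tissue as well, and between vB replicates 5 and 6 they differed by 4.07 on the log2 scale. Together with the stereocilia genes, 11 of 52 genes were higher in facial tissue, 10 within replicates 1 to 3 and 9 within replicates 4 to 6.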

In summary, there was a higher percentage of overlapping expression of DE ciliary genes within regions isolated from the same tissue (face and neural) versus between tissues.

To determine whether mutations within the DE ciliome were biologically relevant, MP term enrichment was performed on tissue-specific DE ciliome gene sets. 

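Of 22 tested genes whose loss gives hydrocephaly in mice, 5 were higher in neural than in facial tissue and none was lower, with the same counts when adjusted over the list alone. The 5 were Rfx4, Foxj1, Ccno and the planar polarity cadherins Celsr2 and Celsr3. The multiciliogenesis list also holds Rfx4, Foxj1 and Ccno, and Celsr2 and Celsr3 are on none of the ciliary lists. As a set the list was higher in neural tissue (median log2 fold change 0.49, camera adjusted p = 2.0e-05, and adjusted p = 0.040 with an estimated correlation). Celsr2 lies on chromosome 3 from 108390848 to 108415494 of mm10. It had 19.8 ± 7.45 FPKM (SD, n = 12) in neural, 2.35 ± 0.720 FPKM (SD, n = 17) in facial and 1.68 ± 0.676 FPKM (SD, n = 6) in limb tissue (log2 fold change 2.54, SE 0.17, adjusted p = 2.9e-14 in limma). Celsr3 had 7.30 ± 4.47 FPKM (SD, n = 12) in neural and 0.447 ± 0.430 FPKM (SD, n = 17) in facial tissue (log2 fold change 2.36, SE 0.20, adjusted p = 3.6e-12). Against limb, 5 of the 22 were higher in neural tissue as well (camera adjusted p = 5.5e-05, and adjusted p = 0.031 with an estimated correlation). A further 11 genes of the list were under the expression filter, 10 of them with their highest tissue mean in dB or vB.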

For the neural DE ciliome, this analysis identified phenotypes including ‘hydrocephaly’, ‘abnormal brain development’, ‘abnormal ventricles’ and ‘abnormal nervous system development’ (Fig. 2E). Conversely, when this analysis was repeated for the facial DE ciliome, a distinctly different set of terms were returned. 

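Of 8 tested genes of stereocilia and hair cells, 2 were higher in facial than in neural tissue, 1 was lower and 5 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.96). Espn, an actin bundling protein of stereocilia and microvilli, had 2.44 ± 2.23 FPKM (SD, n = 17) in facial tissue, with 5.19 ± 1.17 FPKM (SD, n = 6) in FNP. It had 0.297 ± 0.382 FPKM (SD, n = 12) in neural tissue (neural against facial, log2 fold change −1.16, SE 0.11, adjusted p = 1.4e-10 in limma). Eps8, an actin capping protein, had 4.83 ± 3.47 FPKM (SD, n = 17) in facial tissue and 1.32 ± 0.382 FPKM (SD, n = 12) in neural tissue (log2 fold change −1.11, SE 0.11, adjusted p = 2.8e-10). Its log2 fold change was −0.99 within replicates 4 to 6, under the fold threshold. Gpr98 (also named Adgrv1), the Usher syndrome receptor of the stereociliary ankle links, was higher in neural tissue, with 8.08 ± 1.58 FPKM (SD, n = 12) and 0.733 ± 0.646 FPKM (SD, n = 17) (log2 fold change 2.46, SE 0.09, adjusted p = 1.8e-21). Of 7 sensory and placodal neuron genes, 2 were higher in facial tissue, among them Eya1 (log2 fold change −2.66, SE 0.13, adjusted p = 2.6e-18). Neurog1, Neurod1 and Pou4f1 were higher in neural tissue (camera adjusted p = 0.43). Of 5 genes of Schwann cell precursors and glia, Erbb3 and Sox10 were higher in facial tissue (log2 fold change −2.12, SE 0.16, adjusted p = 2.5e-13, and log2 fold change −1.66, SE 0.20, adjusted p = 1.8e-08) and Fabp7 in neural tissue (camera adjusted p = 0.42). A further 18 stereocilia genes were under the expression filter, of which 10 had their highest tissue mean in a facial prominence, 6 in dB or vB and 1 in limb, and 1 was listed at 0.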

Notably, MP terms related to inner ear development (‘abnormal outer hair cell stereociliary bundle morphology’ and ‘organ of Corti degeneration’) and neural crest derived neurons (‘abnormal sensory neuron physiology’) were enriched in the facial populations. Furthermore, enrichment of the ‘abnormal mechanoreceptor morphology’ was also distinct to the facial DE ciliome (Fig. 2E′). Although the low number of limb-specific genes prevented enrichment analysis, data from neural and facial samples supported the hypothesis that the DE ciliome was not only distinct between tissues, but also participated in conveying tissue-specific identity and phenotypes.

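Mesenchymal markers were lower in neural tissue, and so were the markers of surface epithelium. Of 12 mesenchymal genes 10 were lower in neural than in facial tissue (median log2 fold change −2.75, camera adjusted p = 1.7e-06, and adjusted p = 0.23 with an estimated correlation). Prrx1 and Snai1 were among them (log2 fold change −3.65, SE 0.18, adjusted p = 8.1e-18 in limma, and log2 fold change −2.29, SE 0.27, adjusted p = 7.8e-09). All 14 genes of surface epithelium were lower in neural tissue (median −2.72, camera adjusted p = 6.7e-12, and adjusted p = 0.067 with an estimated correlation). Epcam, an adhesion protein of epithelia, had 28.1 ± 12.7 FPKM (SD, n = 17) in facial, 20.9 ± 2.91 FPKM (SD, n = 6) in limb and 3.86 ± 2.56 FPKM (SD, n = 12) in neural tissue (log2 fold change −2.60, SE 0.17, adjusted p = 1.4e-14). All 10 neural progenitor genes (median 4.00, camera adjusted p = 1.4e-09, and adjusted p = 0.057 with an estimated correlation) were higher in neural tissue, among them Sox1 (log2 fold change 4.44, SE 0.33, adjusted p = 2.0e-13). So were 11 of 12 neuronal genes (median 3.32, camera adjusted p = 6.7e-12, and adjusted p = 0.040 with an estimated correlation), among them Ina (log2 fold change 4.49, SE 0.20, adjusted p = 3.6e-19) and Elavl3 (log2 fold change 4.12, SE 0.28, adjusted p = 3.1e-14). Against limb, neural tissue had 9 mesenchymal genes lower and 1 higher, and 14 epithelial genes lower. Between facial tissue and limb none of 12 mesenchymal genes passed in limma (1 when adjusted over the list alone), and 6 had an unadjusted p under 0.05. The epithelial genes gave 1 higher in facial tissue there, and 1 higher and 1 lower when adjusted over the list alone. In total 45 of 48 marker genes differed between neural and facial tissue in the direction of their list, also within replicates 1 to 3, and 43 did within replicates 4 to 6. Mean log2(FPKM + 1) of the mesenchymal markers was 4.22 ± 0.25 (SD, n = 6) in dB and 2.83 ± 1.60 (SD, n = 6) in vB.

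**Figure D2:**
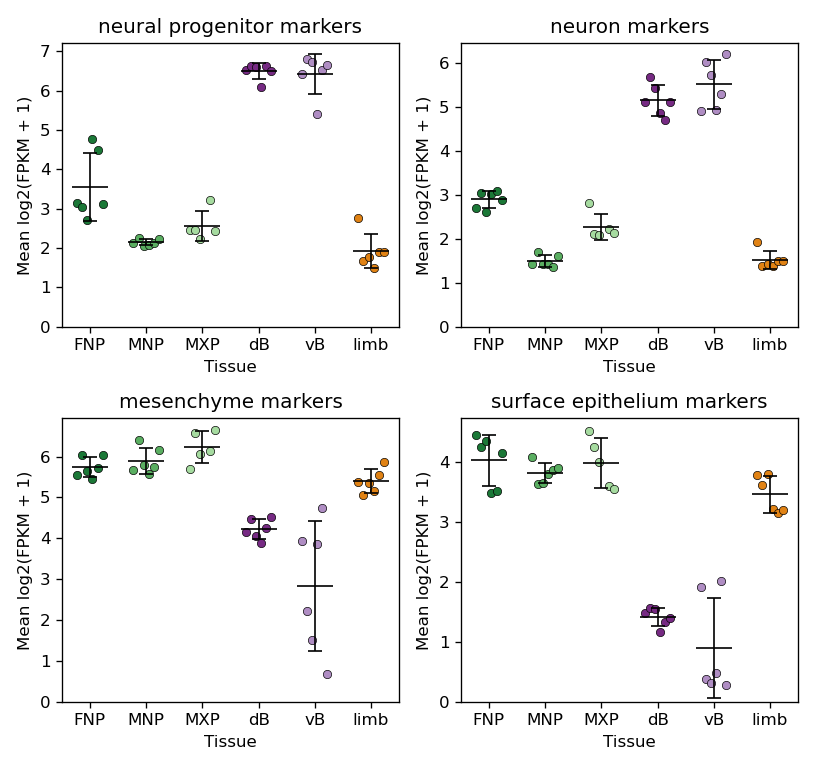
Mean log2(FPKM + 1) over the neural progenitor, neuron, mesenchyme and surface epithelium markers (y axes, from 0) in FNP, MNP, MXP, dB, vB and limb (x axes). Each point is a library, horizontal bars are tissue means and error bars are SD (n = 6, and 5 for MXP). The vB libraries spread from 0.69 to 4.75 for mesenchyme, and dB and vB lie under all other tissues for surface epithelium, at 0.28 to 2.01.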

Despite the fact that our supposition that the ciliome was distinct between tissues had previously been supported (Bangs and Anderson, 2017), we next tested an alternative hypothesis – that the ciliome was cell type specific (e.g. epithelium versus mesenchyme) – as neural samples were epithelial, and facial and limb samples were predominantly mesenchymal in nature. To address this possibility, we examined Uniform Manifold Approximation and Projection (UMAP) plots generated from scRNA-Seq experiments (Elliott et al., 2020) of the mandibular prominence (MNP). As the MNP is mostly composed of cranial neural crest (CNCC)-derived mesenchyme, surrounded by ectodermally derived epithelium, two distinct groups of cell clusters were clearly identified (Fig. 3A). The large central group of multiple clusters represented mesenchymal cells, mostly neural crest in origin, as evident by the robust expression of neural crest marker *Snai1*, whereas a smaller cluster representing epithelial cells, as evident by robust expression of the marker *Epcam* (Fig. S3A,A′). We examined expression of the DE ciliome across mesenchymal and epithelial clusters with the expectation that if the DE ciliome was indeed related to cell type, rather than tissue-specific function, there would be a greater overlap between genes expressed in the MNP epithelium and neural samples than between the MNP epithelium and MNP mesenchyme. Distinct transcriptomic profiles were observed between the MNP epithelium and mesenchyme. Several genes were almost exclusively expressed in the mesenchymal clusters, including *Fez1*, *Tubb3*, *Pam* and *Rab3il1* (Fig. 3B; Table S1), while others including *Lmo1*, *Pkp3*, *Ap1m2*, *Slc9a3r1*, *Anxa1* and *Faah* were more robustly expressed in epithelial clusters (Fig. 3B; Table S1). There was also a subset of genes that was expressed in both mesenchymal and epithelial clusters (e.g. *Tulp3*) (Fig. 3B; Table S1). Epithelial versus mesenchymal expression was validated for three genes that represented epithelial-specific, mesenchymal-specific or epithelial- and mesenchymal-specific expressed genes. For example, expression of plakophilin3 (*Pkp3*), a cytoskeleton interacting protein-coding ciliary gene and a negative regulator of ciliogenesis (Kim et al., 2010; Munoz et al., 2012) was robustly detected in epithelial defined cell clusters (Fig. 3C) and its expression was confined to the epithelium of the developing MNP (Fig. 3C′). Rab3a interacting like protein 1 (*Rab3il1*), which encodes a Rab8-binding GEF (Westlake et al., 2011) was barely detectable in the epithelial cluster, yet was expressed throughout the mesenchymal cluster (Fig. 3D) and its expression was restricted to the mesenchyme of the MNP (Fig. 3D′). Tubby like protein 3 (*Tulp3*), a gene encoding a tubby like family protein that interacts with the IFT-A complex and functions as a negative regulator of the Shh pathway (Mukhopadhyay et al., 2010; Norman et al., 2009), was expressed within both mesenchymal and epithelial clusters (Fig. 3E), and, as such, its expression was observed throughout both epithelial and mesenchymal tissues of the MNP (Fig. 3E′). Comparison of DE ciliome genes expressed in the MNP epithelium and MNP mesenchyme with DE ciliome genes expressed in the neuroepithelium revealed a higher percentage of overlap between MNP mesenchyme and neuroepithelium than MNP epithelium and neuroepithelium (Fig. 3F), suggesting that differences observed between neural and facial tissues were not due to the epithelial versus mesenchymal character of tissue samples.

**Fig. 3.**
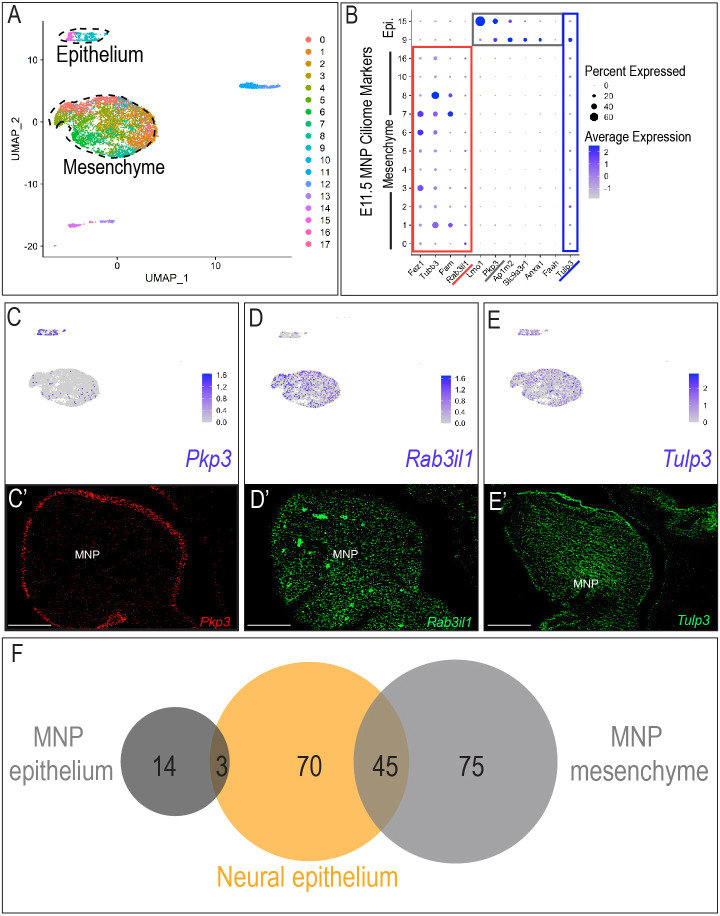
**Single cell analysis confirms ciliary heterogeneity.** (A) UMAP plot of cell clusters present in E11.5 MNP. (B) Dot plot highlighting ciliary genes expressed in mesenchymal (red), epithelial (gray) or epithelial and mesenchymal (blue) clusters. (C-E′) Feature plots and RNAScope in the E11.5 MNP for *Pkp3*, *Rab3il1* and *Tulp3*. (F) UpSetR visualization of the intersection between MNP epithelium, neural epithelium and MNP mesenchyme gene sets. Scale bars: 100 μm.

Finally, to confirm that observed transcriptional expression was maintained on a translational level, E11.5 wild-type MNPs were dissected to isolate either surface ectoderm or mesenchyme (Li and Williams, 2013). Western blot analysis on pooled epithelial (surface/facial ectoderm) and mesenchymal (neural crest) samples confirmed tissue-specific expression of selected ciliary proteins (Fig. S3B). Pkp3 was enriched in epithelial lysates, whereas Rab3il1 was enriched in the mesenchymal lysates. Consistent with scRNA-seq and RNA-scope results, Tulp3 was enriched in both epithelial and mesenchymal fractions. Together, these experiments supported the conclusion that the DE ciliome contributed to tissue-specific identity at both a transcriptional and translational level.

### The ciliome is dynamic during cell differentiation

Transcriptomics data supported the hypothesis that although a majority of the ciliome was ubiquitously expressed, a subgroup was expressed in a tissue-specific manner across the embryo. 

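Of the 214 tested ciliary genes, 189 did not pass the test between any pair of tissues, and 25 did. Kif3a, a motor of anterograde transport, had 14.8 ± 3.76 FPKM (SD, n = 12) in neural, 12.7 ± 1.96 FPKM (SD, n = 17) in facial and 10.3 ± 1.31 FPKM (SD, n = 6) in limb tissue. Lztfl1, a regulator of BBSome traffic, had 12.6 ± 2.75 FPKM (SD, n = 12), 11.3 ± 1.10 FPKM (SD, n = 17) and 13.1 ± 2.43 FPKM (SD, n = 6). Of 11 genes that the paper names from its DE ciliome, 10 differed between at least 1 pair of tissues, all except Faah. The study chose them on these samples, so this is not independent evidence. Between neural and facial tissue 3 of them were higher in neural (Tubb3, Lmo1 and Fez1) and 2 lower (Ap1m2 and Pkp3). Fez1, a kinesin adaptor of axons, had 91.6 ± 20.2 FPKM (SD, n = 12) in neural and 14.8 ± 3.22 FPKM (SD, n = 17) in facial tissue (neural against facial, log2 fold change 2.54, SE 0.12, adjusted p = 1.6e-18 in limma). The desmosomal protein Pkp3 and the epithelial clathrin adaptor Ap1m2 were lower in neural tissue (log2 fold change −1.96, SE 0.11, adjusted p = 2.2e-16, and log2 fold change −2.41, SE 0.14, adjusted p = 8.5e-16). Slc9a3r1 had 14.2 ± 1.94 FPKM (SD, n = 6) in FNP and 5.63 ± 1.15 FPKM (SD, n = 6) in MNP. Of 22 other genes that the paper names, 9 differed between some pair of tissues, 7 were lower in neural than in facial tissue and none was higher. These are not counts of ciliary genes, since the paper also names markers such as Snai1, Epcam and Runx2, each lower in neural tissue. Among the 214 ciliary genes, Flna alone was called lower in neural than in facial tissue. Arl13b (log2 fold change −0.61, SE 0.06, adjusted p = 5.2e-10), Pcm1 (log2 fold change −0.08, SE 0.07, adjusted p = 0.30) and Mks1 (log2 fold change 0.01, SE 0.06, adjusted p = 0.95) were under the fold threshold between neural and facial tissue.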

Based on these data, we further challenged the concept of ciliary heterogeneity temporally by assaying variation of the full ciliome during cell differentiation focusing on MNP development. Cranial neural crest cells (NCCs) are a multipotent, mesenchymal cell population capable of differentiating into a multitude of derivatives, including osteoblasts (Ramaesh and Bard, 2003; Shibata et al., 2006) (Fig. 4A). In contrast to E11.5 MNP NCCs (marked by the expression of *Dlx6*, *Sox9*, *Runx2* and *Col9a1*), which organized into a large unseparated population, NCC-derived skeletal progenitors within the E13.5 MNP occupied a distinct cluster (Fig. 4B). The increased separation of clusters in NCCs at E13.5 suggested that differentiation programs of the multipotent NCC population had commenced. Cluster 5 within the E13.5 MNP was identified as NCC-derived osteoprogenitors based on the expression of runt-related transcription factor 2 (*Runx2*) and osterix (*Sp7*)*,* which are master regulators of osteogenic lineage (Banerjee et al., 1997; Elliott et al., 2020; Nakashima et al., 2002; Prince et al., 2001) (Fig. 4B). To assay for potential changes in the ciliome during NCC differentiation, we compared expression of our ciliome (Table S1) between E11.5 mesenchymal clusters and the E13.5 skeletal progenitor cluster (E13.5 cluster 5) (Fig. S4A). Several ciliary genes showed at least 20% change in the number of cells expressing them (either increased or decreased) between E11.5 and E13.5 samples (Fig. S4B; Table S1). Interestingly, of the ciliary genes that had significant expression changes during osteogenic differentiation, nine were previously identified in the DE ciliome and 36 were not. Ciliary genes exhibiting expression changes during osteoblastic differentiation were associated with skeletal ciliopathies (Meckel-Gruber syndrome, Meckel syndrome type 2, Meckel syndrome type 13 and orofaciodigital syndrome type 16), and other skeletal pathologies, including frontometaphyseal dysplasia (*Flna*), spondylometaphyseal dysplasia (*Trip11* and *Ift20*), osteofibrous dysplasia (*Tmem107* and *Tmem216*) and polydactyly (*Bbip1*, *Flna*, *Arl3*, *Tmem107*, *Cby1*, *Cep164*, *Lztfl1* and *Tmem216*) (data not shown). Furthermore, analysis of GO terms for molecular function and biological processes revealed an enrichment of genes associated with microtubule and cytoskeletal binding/organization, as well as vesicle and protein localization to the cilium (Fig. 4C,C′). To confirm changes in gene expression during osteogenesis, we selected genes within the osteoblastic ciliome and examined expression during *in vitro* differentiation of the O9-1 murine NCC line (Ishii et al., 2012) and/or human induced pluripotent stem cell (iPSC)-derived NCCs. Using previously established osteogenic protocols (Ishii et al., 2012), O9-1 and hiPSC-derived NCCs were differentiated into osteoprogenitors over a 10-, 12- or 21-day period. Alizarin Red and/or hydroxyapatite (HA) staining and increased expression of *Runx2,* osteocalcin (*Ocl*) and alkaline phosphatase (*Alp*) confirmed osteogenic differentiation (Fig. S4C-D″). qPCR analysis determined that expression of several genes was significantly changed in murine or human osteoblasts when compared with undifferentiated O9-1 or hiPSC-derived NCCs (Fig. 5A; Fig. S5A). To address expression changes at the translational level, immunostaining for pericentriolar material 1 (Pcm1), a component of centriolar satellites that is essential for the correct localization of several centrosomal proteins and for the anchoring of microtubules to the centrosome, was performed on undifferentiated O9-1 and O9-1-derived osteoblasts. Relative to undifferentiated O9-1 NCCs, Pcm1 expression was increased at the base of the axoneme in O9-1-derived osteoblasts (Fig. 5B-D). Interestingly, expression levels of other core ciliary proteins, not determined to be a part of the osteogenic ciliome (Cep135), did not display increased expression in O9-1 osteoblasts when compared with undifferentiated O9-1 NCCs (Fig. S5B-D).

**Fig. 4.**
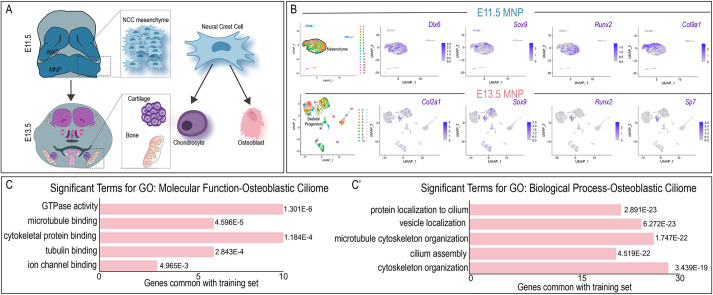
**The ciliome is dynamic during cell differentiation.** (A) Schematic of E11.5 and E13.5 heads, noting neural crest cell mesenchyme at E11.5 and neural crest skeletal derivatives at E13.5. (B) Feature plots of marker genes for skeletal progenitors in the E11.5 and E13.5 mandibular prominences (MNPs). (C,C′) GO-term enrichment analysis for genes upregulated in the osteogenic ciliome (FDR<0.05).

**Fig. 5.**
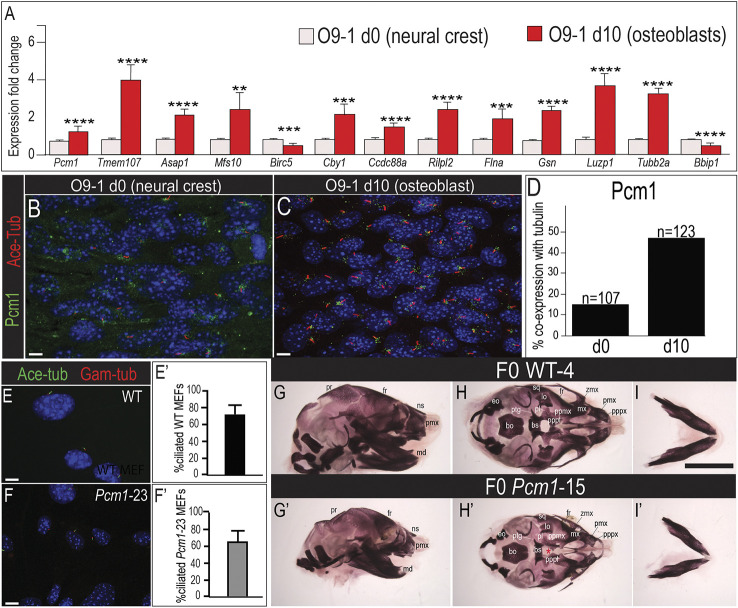
**Disruptions to the osteogenic ciliome result in skeletal phenotypes.** (A) qPCR analysis for select genes of the osteogenic ciliome from d0 O9-1 NCCs and d10 O9-1-derived osteoblasts. (B,C) Co-immunostaining for acetylated-tubulin and Pcm1 in d0 O9-1 NCCs and d10 O9-1-derived osteoblasts. (D) Quantification of cells co-expressing acetylated-tubulin and Pcm1. (E,F) Immunostaining for acetylated-tubulin and γ-tubulin on MEFs derived from unedited wild-type and mutant F0 *Pcm1*-23 embryos. (E′,F′) Quantification of the percentage of ciliated cells in wild-type and *Pcm1*-23 MEFs. (G-I′) Lateral (G,G′), ventral (H,H′) and mandibular (I,I′) views of Alizarin Red stained skulls and mandibles from E17.5 wild-type and F0 *Pcm1*-15. Two-tailed unpaired *t*-tests were performed, *P≤0.05, **P≤0.01, ***P≤0.001 and ****P≤0.0001. Data are mean±s.e.m. Scale bars: 10 µm in B,C,E,F; in I, 3 mm for G-I′. Red asterisk in H′ indicates cleft palate. pr, parietal; ns, nasal; md, mandible; eo, exoccipital; bo, basioccipital; bs, basisphenoid; ptg, pterygoid; pl, palatine; lo, lamina obturans; sq, sqamosal; fr, frontal; zmx, zygomatic process of maxilla; mx, maxillary; ppmx, palatal process of maxilla; pppl, palatal process of palatine; pppx, palatal process of premaxilla; pmx, premaxilla.

Although expression of genes and proteins within the osteoblastic ciliome was validated through various assays, biological relevance of these changes remained unclear. To confirm biological relevance, CRISPR/Cas9-edited F0 embryos were generated for two genes that displayed a significant increase in expression during osteogenic differentiation: *Pcm1* and *Tmem107*. Despite a previous report about mice haploinsuffient for *Pcm1* (Zoubovsky et al., 2015), homozygous null mutants have not been extensively studied outside the standard IMPC phenotyping pipeline. Conversely, *Tmem107* mutants have been previously studied as both an ENU allele and a homozygous null (Cela et al., 2018; Christopher et al., 2012); thus, we used *Tmem107* as a proof-of-principle experiment to validate our CRISPR/Cas9 F0 knockout approach (Fig. S5E). Isolated MEFs from *Pcm1-* or *Tmem107*-edited F0 embryos were stained for cilia extension via co-expression of acetylated tubulin (axoneme) and γ-tubulin (basal body). *Pcm1*-edited MEFs displayed a comparable number of cells extending a cilium relative to wild-type MEFs (Fig. 5E-F′). Although *Tmem107-*edited MEFs displayed a reduced number of cells extending a cilium, ∼25% of cells still did (Fig. S5F-F′). In contrast, loss of core components of the ciliome, such as Cep135, resulted in fewer than 10% of cells extending a cilium (Fig. S5G,G′).

Further examination of *Pcm1*- and *Tmem107*-edited F0 embryos was performed later at E17.5 to assess their impact on skeletal development (Fig. 5G-I′; Fig. S5H-K). In the most highly Cas9-edited *Pcm1* F0 embryo, almost all neural crest-derived bones were hypoplastic (Fig. 5G-I′). Notably the palatal processes of the palatine were reduced in size to the extent that they failed to fuse across the midline (Fig. 5H′, red asterisk). The mandible was also reduced in size (Fig. 5I′). There was variability in the severity of the embryonic phenotype associated with *Pcm1* Cas9-edited embryos, consistent with findings from the IMPC phenotyping pipeline reporting *Pcm1* as a subviable line displaying variable penetrance in abnormal cranium morphology in homozygous animals (https://www.mousephenotype.org/data/genes/MGI:1277958). Notably, *Pcm1* homozygous mutants consistently display reduced body length compared with wild-type controls, further suggesting additional impact on skeletal development. For *Tmem107*, Cas9-edited F0 embryos phenocopied skeletal phenotypes previously reported in *Tmem107^−/−^* embryos (Cela et al., 2018), presenting with reduced ossification of frontal, parietal and interparietal bones, and hypoplastic nasal, maxillae and pre-maxillae bones. Notably, the premaxillae were fused across the facial midline (Fig. S5H-J; white asterisk) and the basisphenoid and palatal processes were cleft along the midline axis (Fig. S5I; red asterisks). The mandible was also reduced in size (Fig. S5J) and facial clefting was observed (Fig. S5K). Together, these data suggest that genes of the osteogenic ciliome are more dispensable for ciliogenesis than core components of the ciliome, yet remain required for the ciliary function that is necessary for proper skeletal development.

## DISCUSSION

Based on numerous studies reporting ciliopathies with tissue-specific phenotypes and unique molecular readouts, we sought to explore the extent of *in vivo* ciliome heterogeneity in both spatial and temporal contexts during embryonic development and to determine whether differences in the ciliome correlated with biological function. Using unbiased, transcriptomic analysis, our work revealed that almost 30% of the ciliome was differentially expressed across analyzed embryonic tissues. Further examination of expression data suggested that ciliome heterogeneity correlated with tissue of origin (e.g. neural, facial and limb). In addition to spatial tissue-specific heterogeneity, we also identified dynamic expression of a subset of ciliary genes during osteogenic differentiation of multipotent neural crest cells. Thus, our work characterizes the ciliome as both tissue-specific and dynamic, and suggests that changes in the ciliome contribute to cell-type specific function. These findings support the possibility that heterogeneity of the ciliome not only contributes to tissue identity but could convey diverse cellular and molecular functions upon cells. We provide these data (Table S1) as a resource to the community on a searchable platform that can be curated and updated in real-time (https://research.cchmc.org/Ciliome_Gene_Expression/).

Cellular organelles (e.g. Golgi, mitochondria, ribosomes, etc.) are involved in several processes essential for cell survival and homeostasis, including energy production, protein production/packaging and response to external signals. Although organelles are traditionally thought to be ubiquitous and homogenous, and to play a conserved role across all tissues, this idea has recently been challenged with findings that some organelles, such as ribosomes, exhibit significant heterogeneity within different tissues. The compositions of core ribosomal proteins and ribosome associated proteins have been shown to vary significantly and to offer differential selectivity in translating specific pools of RNA transcripts that control different biological processes, e.g. cell metabolism and cellular differentiation, thereby adding an additional layer of genome-wide gene regulatory networks (Shi et al., 2017; Simsek et al., 2017).

Our study places primary cilia alongside ribosomes as heterogeneous organelles that contribute to tissue-specific identity. The implications of this finding are far-reaching. Current estimates based on phenotype and candidate gene studies suggest that as many as 400 undiagnosed ciliopathies exist (Schock and Brugmann, 2017). A comprehensive understanding of ciliary heterogeneity will allow us to better predict and diagnose previously uncharacterized ciliopathies. Second, understanding how various mutations to the ciliome impact the signaling environment will subsequently allow for more targeted approaches towards treating ciliopathies. Finally, modulating expression of heterogeneously expressed ciliary genes could serve as a targeted therapeutic option for ciliopathies with tissue-specific expression or any disease with aberrant cilia-dependent signaling.

In addition to increasing resources to treat ciliopathies, knowledge of the heterogeneous nature of the ciliome could be applied to several other disease classes. As primary cilia are important hubs for molecular signaling during development, the heterogeneity of the ciliome likely generates cilia with different sensitivities to molecular signals and mechano-sensory functions. Understanding the net impact of coordinated expression of ciliome subgroups could be used to engineer cells ‘tuned’ to receive specific molecular inputs. Generation of cells with acute sensitivities to molecular signals would be useful when using pharmacological compounds with off-target effects that have only proven effective at supraphysiological levels, or for guiding the differentiation of multipotent cells, such as cranial neural crest, into distinct lineages.

Our results suggest that tissue identity is a major molecular driver of ciliary heterogeneity. There is precedence for this suggestion. For example, mutations in *Mks1* affect cilia formation in a tissue and cell type-dependent manner (Weatherbee et al., 2009). Although cilia formation is impaired at the node, forelimb mesenchyme, lung mesenchyme and brains of *Mks1* mutants, cilia are still present on the multi-ciliated cells of the lung and bile ducts of the liver (Weatherbee et al., 2009). Additionally, although some *Mks1* mutant phenotypes (fusion and forking of the ribs, reduced mineralization in the skull and pulmonary hypoplasia) can easily be explained by a loss of Hh signaling, limb abnormalities reflect an expansion of Hh signaling, and the neural tube presents with phenotypes associated with both an expansion and reduction in Hh signaling (Weatherbee et al., 2009). This evidence further supports the hypothesis that not only are primary cilia heterogeneous across tissues, but that the function ciliary genes play is tissue dependent. As the loss of ciliary genes changes the relative abundance of Gli activator and repressor complexes, thereby changing the output of Hedgehog signaling (Huangfu and Anderson, 2005; Huangfu et al., 2003), loss of specific ciliary genes could elicit a tissue-specific response via their effect on processing Gli proteins.

Although the studies herein detail ciliome heterogeneity on a gene and protein expression level, additional levels of complexity must be considered to appreciate the full extent of heterogeneity among primary cilia. Post-translational modification (PTM) of ciliary proteins is another potential mechanism contributing to heterogeneity. It is well documented that axonemal tubulin is the most heterogenous tubulin due to a series of PTMs that include acetylation, detyrosination, glutamylation and glycosylation (Gaertig and Wloga, 2008). PTMs of tubulins contribute to variation within intraciliary trafficking, binding affinity and stability. Motor proteins, like kinesins and dyneins, can use tubulin PTMs as ‘road signs’ to direct the transport of cargoes to specific subcellular locations, including the axoneme (Verhey and Gaertig, 2007). Furthermore, functional studies have shown that loss of specific PTMs to either α or β-tubulin resulted in decreased binding of kinesin motor proteins to microtubules (Reed et al., 2006). Our analyses detected enrichment of genes related to tubulin glutamylation within neural tissues. These modifications have been related to microtubule stability (Bosch Grau et al., 2013) and more recently have been associated with the ability of neurons to release extracellular vesicles (Akella and Barr, 2021). Assessing whether specific modifications are over- or under-represented in a tissue-specific manner could build an additional layer of complexity on the concept of ciliome heterogeneity.

Perhaps the most intriguing finding of this study was the dynamic nature of the ciliome during cell differentiation. In profiling neural crest cells and their osteoblast derivatives, we found genes associated with skeletal pathologies as well as enrichment of genes that contribute to cytoskeletal and microtubule binding/organization. Interestingly, when examined in the functional context of the role of the cilium on neural crest versus skeletogenic cells, these expression changes suggest the transition of a primary cilium from an organelle that processes molecular signals into one that is mechanosensory in function (Nguyen and Jacobs, 2013; Yuan et al., 2015). Previous studies revealed a specialized cytoskeleton in *Drosophila* mechanosensory cells (Sun et al., 2021) and suggested that microtubule stability and connection to the cytoskeleton is a mechanism by which the cilium transmits external force (Hoey et al., 2012). Although the implications of these findings are important for the treatment and understanding of ciliopathies, it is unclear whether the changing expression of ciliary genes is driving cellular differentiation or whether it is a response to cellular differentiation. Alternatively, it is also conceivable that proteins within the ciliome serve additional non-ciliary roles that contribute to the observed phenotypes (Ferent et al., 2019). If driving differential expression of a subset of ciliary genes could dictate cell fate choices, several strategies could be envisioned for directing differentiation of multipotent cells such as neural crest. Our ongoing work focuses on this concept in a craniofacial context.

## MATERIALS AND METHODS

### Murine lines and husbandry

Mice used for bulk and scRNA-seq were maintained on a CD1 background or C57/BL6J (Jackson Laboratory stock no. 00664). Both male and female mice were used. A maximum of four adult mice were housed per cage, and breeding cages housed one male paired with up to two females. All mouse use was approved by the Institutional Animal Care and Use Committee (IACUC) and maintained by the Veterinary Services at Cincinnati Children's Hospital Medical Center. Noon on the day of finding a vaginal plug was considered as embryonic day 0.5.

### Cell culture, immunohistochemistry and quantification

All cell lines were maintained in a 37°C incubator with 5% CO_2_. NIH-3T3 cells were cultured in DMEM containing 10% FBS and 1×pen/strep mixture. NE-4C cells were purchased from ATCC, plated on poly-L-lysine-coated wells and cultured in EMEM containing the necessary supplements according to manufacturer's instructions (ATCC). Neural crest O9-1 cells (Millipore) were plated on Matrigel-coated wells and cultured in STO cell conditioned media containing necessary supplements according to the manufacturer's instructions (Millipore). Primary mouse embryonic fibroblasts (MEFs) were derived from E14.5 mouse embryos using standard methods.

Cells were fixed in 4% PFA at room temperature for 15 min and rehydrated in PBS containing 0.1% Triton X-100 (PBST). Blocking was performed for 1 h at room temperature using PBST containing 10% normal goat serum. Anti-Arl13b primary antibody (17711-1-AP, Proteintech) was used at a dilution of 1:1000 in 10% normal goat serum at 4°C overnight. Secondary antibody was used at a dilution of 1:1000 and staining was performed at room temperature for 1 h. The fixed and stained samples were mounted onto coverslips with mounting media.

All imaging was performed at the confocal imaging core at CCHMC. Images were obtained using an inverted Nikon A1R scanning confocal microscope equipped with a 488 nm and 405 nm laser. Cilia lengths, percentage and ciliogenesis rate were quantified using Nikon Elements analysis software. A minimum of 30 cilia were assayed in triplicate. To calculate the percentage of cells extending a cilium in 3T3, NE-4C and O9-1 cells, a minimum of 400 cells were counted in triplicate. Images were processed using ImageJ and one-way ANOVA statistics were analyzed in Prism 7.04 (Graphpad), in which *P*<0.05 was considered statistically significant.

### Cytochalasin D treatments

Cells were treated with cytochalasin D (Sigma C8273) at a concentration of 250 nM. At 0 or 2 h post-cytochalasin D exposure, cells were fixed in 4% PFA at room temperature for 15 min and rehydrated in PBS containing 0.1% Triton X-100 (PBST). Blocking was performed for 1 h at room temperature using PBST containing 10% normal goat serum. Anti Arl13b primary antibody (17711-1-AP, Proteintech) was used at a dilution of 1:1000 in 10% normal goat serum at 4°C overnight. Secondary antibody was used at a dilution of 1:1000 and staining was performed at room temperature for 1 h. The fixed and stained samples were mounted onto coverslips with mounting media. All imaging was performed at the confocal imaging core at CCHMC. The images were obtained using an inverted Nikon A1R scanning confocal microscope equipped with a 488 nm and a 405 nm laser. Images for publication were processed using ImageJ. Cilia lengths were quantified using Nikon Elements analysis software. The length of the cilia was measured from the base to the tip of primary cilia using the Arl13b marker signal in NIS Elements. To calculate the percentage of ciliated cells in the different cell lines, a minimum of 400 cells were counted in triplicate. Cilia lengths were measured for the different cell lines after 0 or 2 h of cytochalasin D treatment. A minimum of 30 cells were used to measure cilia length per time point in triplicate for each cell line. Rate of ciliary extension within the first 2 h of drug treatment was calculated from the difference in the mean ciliary lengths in cells treated with either 0 or 2 h of cytochalasin D from three independent experiments.

### Bulk RNA sequencing

Embryos were harvested and washed extensively with ice-cold DEPC-treated PBS. At E11.5, MXP (maxillary prominence), MNP (mandibular prominence), FNP (frontonasal prominence), limb, dB (dorsal brain) and vB (ventral brain) were dissected from the embryos and samples from multiple embryos were pooled for each tissue. Isolated tissue samples were homogenized, and total RNA was extracted using Trizol (Fisher Scientific) following the manufacturer's instructions. After quality control validation, samples were submitted for NGS sequencing. Six independent biological replicates were used for each tissue at E11.5. Paired-end sequencing was performed for each sample with a minimum of 20 million reads per library with a 75 bp read length. Library preparation and sequencing were performed at the DNA sequencing core at CCHMC for E11.5 samples.

For analysis, BAM files were loaded into Strand NGS. Mm10 build was used as the reference genome for the alignment. Samples passing Q30 quality were used for gene expression studies. Detection of novel genes and exons was allowed, and partial reads were also included. DESeq2 was used for normalization of expression data. Differential gene expression between any two E11.5 tissues was defined with a threshold of fold change of at least two and a 5% false discovery rate. Sequencing data have been deposited in GEO under accession number GSE147522.

### Bulk RNA-seq analysis

Raw reads from samples were analyzed using Computational Suite for Bioinformaticians and Biologists (CSBB-v2.0). Quality check, mapping and quantification of the reads was performed using FASTQC, Bowtie2 and RSEM, respectively, using CSBB wrapper. Reads were mapped to mouse transcriptome (mm10). Differentially expressed genes were obtained using R package (RUVSeq). Functional and pathway enrichment for DE genes were performed using ToppGene (Chen et al., 2009a,b, 2007).

### Single molecule fluorescent *in situ* hybridization (RNAScope)

Mouse embryos harvested at E11.5 were fixed with 4%PFA, embedded in paraffin wax and sectioned at 5 µm. Probes for *Pkp3*, *Rab3il1* and *Tulp3* were designed by ACDBio. Fluorescent *in situ* hybridization (FISH) was performed on the sections using RNAscope (ACDBio) following manufacturer's instructions. Samples were mounted using Prolong Gold anti-fade mounting medium (Life Technologies) and imaged on a Leica DFC310FX.

### Tissue dissection and western blot analysis

E11.5 mouse heads were incubated with 2 mg/ml Dispase II (ThermoFisher 17105041) in PBS on a rocker for 15 min at 37°C, as previously described (Li and Williams, 2013). Facial prominences were then dissected, and facial ectoderm was separated from underlying mesenchyme. Collected tissue was sonicated in cold RIPA buffer [50 mM Tris-HCl (pH 7.4), 1% NP-40, 0.25% sodium deoxycholate, 150 mM NaCl and 1 mM EDTA] containing protease and phosphatase inhibitors (ThermoFisher 78440). Protein extract was collected after 10 min full-speed centrifugation at 4°C. 30 µg of protein from each sample was used for western blot. Protein expression was visualized using Pkp3 (Novus Biologicals NBP1-97675, 1:100), Rab3il1 (Proteintech 17827-1-AP, 1:250) (Tong et al., 2021), Tulp3 (Proteintech 13637-1-AP, 1:500) (Hong and Hamilton, 2016), vinculin (Santa Cruz Biotechnology sc-73614, 1:2000), IRDye 800CW donkey anti-rabbit IgG (LICOR 926-32213, 1:2000) and IRDye 680RD donkey anti-mouse IgG (LICOR 925-68072, 1:2000) antibodies. Images were taken by LICOR Odyssey DLx.

### O9-1 culture and differentiation

O9-1 cells were cultured and differentiated as described previously (Ishii et al., 2012; Nguyen et al., 2018). O9-1 basal media, which consisted of DMEM containing 15% fetal bovine serum (FBS), 0.1 mM minimum essential medium (MEM) non-essential amino acids, 1 mM sodium pyruvate, 55 μM β-mercaptoethanol, 100 U/ml penicillin, 100 µg/ml streptomycin and 2 mM L-glutamine, was conditioned by STO feeder cells and filtered through 0.22 μm filter. Leukemia inhibitory factor (LIF, final concentration 1000 units/ml) and fibroblast growth factor-basic (bFGF, final concentration 25 ng/ml) were added immediately before use. Cells were passaged at confluency. To induce osteogenic differentiation, 200,000 O9-1 cells were seeded with O9-1 media in a 24-well plate. O9-1 media was replaced with osteogenic differentiation media [alpha-MEM supplemented with 0.1 µM dexamethasone, 100 ng/ml bone morphogenetic protein 2 (BMP2), 50 μg/ml ascorbic acid, 10 mM β-glycerophosphate, 10% FBS, 100 U/ml penicillin and 100 mg/ml streptomycin] when cells reached confluency. Media were changed daily for 9 days. Cells were harvested on day 10. Osteogenic differentiation was evaluated with Alizarin Red staining and qRT-PCR. Cells were authenticated via gene expression assays and were free of contamination.

### Alizarin Red staining

Cells were fixed with 4% PFA for 15 min at room temperature with gentle shaking. Cells were washed with PBS three times, stained with 2% Alizarin Red with gentle shaking for 12-16 h at 4°C, washed with water and imaged on a Leica M165FC microscope. For embryos, samples were fixed in 100% ethanol for 48 h, transferred to 100% acetone for 48 h and then stained with 0.005% Alizarin Red. Embryos were cleared with 1% KOH/20% glycerol and stored in 80% glycerol.

### OsteoImage mineralization assay

Cells were expanded for three passages before osteoblast differentiation. Briefly, cells were passaged at 5×10^3^ cells/cm^2^ on uncoated 24-well plates and cultured for 4-21 days in osteogenic medium [DMEM/F-12 with GlutaMAX (Gibco) supplemented with 10% FBS, 0.1 μM dexamethasone, 10 mM β-glycerophosphate and 200 μM ascorbic acid] with medium changes every other day. Control cells were cultured in medium without β-glycerophosphate and ascorbic acid. Cells were fixed with 4% PFA and analyzed for mineralization with the OsteoImage Mineralization Assay (Lonza) as per the manufacturer's directions. Briefly, after fixation cells were washed 1× wash buffer and stained with 1× staining reagent for 30 min at room temperature protected from light. Cells were washed with 1× wash buffer, stained with DAPI and imaged at 10× magnification with fluorescein filter set. Green fluorescent staining is proportional to the amount of mineralization present in the culture.

### Induced pluripotent stem cell (iPSC) culture and differentiation

iPSC colonies were maintained in mTesR medium (StemCell Technologies) and cultured on Matrigel (Corning, 354277). Cells were typically passaged once a week using GCDR (StemCell Technologies). iPSCs were differentiated into NCCs with the STEMDiff Neural Crest Differentiation Kit (StemCell Technologies) according to the company instructions. Briefly, one well of iPSCs was detached with Accutase (ThermoFisher) into single cells. Cells were resuspended in provided medium containing 10 µM Y-27632 (Cell Signaling, 13624S) and plated at 8.6×10^4^ cells/cm^2^ on Matrigel-coated 12-well plates. Cells were cultured with daily medium changes without Y-27632. On day 6, cells were passaged with Accutase into single cells (NCC P1) and maintained in Mesencult-ACF Plus medium (StemCell Technologies) supplemented with 2 mM L-glutamine until confluent. Cells were expanded for three passages before osteoblast differentiation. Briefly, cells were passaged at 5×10^3^ cells/cm^2^ on uncoated 24-well plates and cultured for 4-12 days in osteogenic medium [DMEM/F-12 with GlutaMAX (Gibco) supplemented with 10% FBS, 0.1 µM dexamethasone, 10 mM β-glycerophosphate and 200 µM ascorbic acid] with medium changes every other day. Cells were fixed with 4% PFA and stained with 2% Alizarin Red (pH 4.8).

### qRT-PCR

For O9-1 cells, RNA was isolated from cells using RNAqueous-Micro Total RNA Isolation Kit (Ambion, AM1931) following the manufacturer's protocol. 1 µg RNA was reverse transcribed into cDNAs using High-Capacity RNA-to-cDNA Kit (Applied Biosystems, 4387406) following the manufacturer's instructions. PowerUp SYBR Green Master Mix (Applied Biosystems, A25742) was used to run qRT-PCR. Serial dilutions (10 ng, 5 ng, 2.5 ng and 1.25 ng) of cDNA were used to test qRT-PCR efficiency. All qRT-PCR experiments were performed with at least three biological replicates, and each contained three technical replicates. Primers used for qRT-PCR are listed in Table S4.

For hiPSC-derived NCCs, RNA was extracted from pelleted cells and DNase treated (RNAqueous-Micro Total RNA kit, Invitrogen). cDNA was synthesized with the High-Capacity RNA-to-cDNA kit (Applied Biosystems). qRT-PCR was performed in triplicate using PowerUP SYBR Green Master Mix (Applied Biosystems, A25742) on Applied Biosystems QuantStudio 6 Flex Real-Time PCR System. All genes were normalized to Gapdh expression. NCCs at P3 were used for qPCR controls. Primers used for qRT-PCR are listed in Table S4.

### Generation and genotyping of CRISPR/Cas9 edited F0 embryos

Zygotes were collected from superovulated C57BL/6J females (The Jackson Laboratory, 000664) and Cas9 ribonucleoprotein (RNP) complexes were electroporated as previously described (Modzelewski et al., 2018). Cas9 RNPs were generated according to manufacturer recommendations (IDT). The following guide pairs were used in these experiments: Pcm1-u1, GGCCATGGATTTCAACTGTC; Pcm1-d1, GTCTGTACGGTATGATAGCC; Tmem107-u1, AGATCCGACCCATGGCCTCG; and Tmem107-d1, TCCAAACCTTATATGCGGGT. Guides were designed to generate deletions removing crucial region(s) of each gene. Founder embryos (F0) were collected at E14.5 and E17.5, and DNA was isolated from yolk sacs. Loss-of-allele (LOA) assays were designed using PrimerQuest Tool (IDT) to assess mutagenesis efficiency and Droplet Digital PCR (ddPCR, BioRad) was performed for copy number variant (CNV) analysis using ApoB as reference control. Primer-probe sets used for ddPCR assays are as follows: Pcm1-F, AGGCTGCTCTTCTAGCTTTG; Pcm1-probe, AGCATAAAGCAGAGCAAGCTATAGCTGT; Pcm1-R, GACTATCACATACCAGAGTCATCC; and Tmem107-F, TCACCCTGGGCCTCTTT; Tmem107-probe, TGGCTTCCTCTCAGGAGTCTCCA; Tmem107-R, AGGCTCTGGGTG-CTATTGA.

## Supplementary Material

10.1242/develop.201237_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

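RNA from 6 tissues of CD1 mouse embryos at embryonic day 11.5 was measured in 35 libraries: FNP, MNP, dB, vB and limb with 6 each, and MXP with 5. Each library is a pool of tissue from several embryos, as the paper's methods state. The authors deposited FPKM values per transcript, estimated with Cufflinks on mm10, with a status. They also deposited a coverage value per transcript, which served here only to describe depth. The coverage that went with 1 FPKM ranged from 2.70 to 5.51, and with neither counts nor confidence bounds in the tables no interval for single values is given. The paper's methods name Bowtie2, RSEM, RUVSeq, Strand NGS and DESeq2 for its own processing, and the submitters' processing notes name Bowtie2, DESeq2 and mm10. The aligner behind the Cufflinks estimates and its version are not given in the sources used here. Of 59120 transcripts per table, 65 whose gene name held a space were left out because their FPKM could not be read, and 59055 were used. They have 30723 gene symbols, of which 175 have transcripts on several chromosomes. For 16 genes an estimate had failed in at least 1 library, and these values were kept as listed.

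No counts were at hand, so the plan made for count tables (edgeR, with DESeq2 as an alternative) did not apply and the plan made for FPKM was followed. FPKM was summed per symbol and log2(FPKM + 1) was fitted in limma 3.58.1 (R 4.3.3) with trend and robust options, over the 13934 genes with a mean of at least 1 FPKM in some tissue. A fit over all 35 libraries had 1 mean per tissue, and contrasts between neural, facial and limb tissue compared means of tissue means. Each contrast was Benjamini-Hochberg adjusted, and a gene was called at an adjusted p under 0.05 and a fold change of at least 2. A fold change on this scale is smaller than the ratio of FPKM for genes with few FPKM. A gene counted as higher in a category when it was called higher than in at least 1 other category, and as higher in a tissue when it was called higher than in at least 1 of the other 5 tissues.

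Beforehand, 12 lists of ciliary genes and 29 other lists were fixed: mutants with hydrocephaly, stereocilia and hair cells, actin filament binding, the Hedgehog pathway, genes the paper names, dorsal and ventral patterning, osteochondrogenic, Hox and immediate early genes, and markers of cell types. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 41 lists of a contrast. Calls were also adjusted over each list alone. Between categories, the counts differed only for the mesenchyme and surface epithelium lists between facial tissue and limb. For dB against vB they differed for further lists. Among these were the dorsal factors (11 and 12 higher in dB), the ventral factors (7 and 8 lower) and mesenchyme (5 and 8 higher). Genes to be named were fixed by rule as well: those the paper names, the 5 with the largest fold change in each direction between categories and the 3 between tissues of a category (with no overlap between the libraries compared), the 3 members of each list with the largest fold change, and further members where a count was 5 or fewer. Pkd2, Rsph1, Rsph9, Mcin, Trp73, Tsga14, Vash1, Actn1, Anxa2, Capg, Cnn2, Ezr, Tagln, Tpm1 and Utrn fall outside the rule and were named after their values were seen.

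Similarity was Pearson's r over the 2000 genes of largest variance, with average-linkage clustering into 6 groups. No 2 libraries had identical values, and the highest r between libraries over all tested genes was 0.989. Intervals of shares are Wilson intervals at 95%, over genes. Tables were handled in Python 3.11.15 with pandas 2.3.3, and exact tests used SciPy 1.17.1. The fit was tested on simulated data for neural against facial tissue over 13934 genes: 99 of 100 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 2.5 were called, with 1 unchanged gene called. With nothing changed, 1 gene was called between any pair of tissues and 0 between neural and facial tissue.

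Alternatives set beforehand were another pseudocount (0.1), no low filter, quantile normalization, the replicate number or the sequencing run as a block, replicates 1 to 3 or 4 to 6 alone, each MXP library left out, adjustment over the 15 contrasts together, a test against a fold of 1.5, other definitions of a higher gene, and other sets of genes for similarity. Added after the data were seen were the pseudocount 0.1 with a tissue mean of at least 0.1 FPKM, the fits without vB replicate 4 and without 5 libraries (FNP replicates 4 and 5, vB replicates 1, 4 and 5), genes with failed estimates left out, and the shares of each category with a gene counted only where it was higher than both others. The paper's own list of ciliary genes, its single-cell data and its protein and gene editing experiments were not analysed here. Values of some single genes are not reported here.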

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

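All tests of the vB and FNP patterns and the run comparisons of the collagens were chosen after the result was seen, the FNP test was rewritten once after its first form proved circular, and the globin comparison was written before. Of 72 groups of libraries examined for library measures and 85 for named genes, 22 had a library far from the others, and chance gives about 5%.

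In vB replicate 4 the median log2 over all tested genes was 2.89 (3.34 to 3.43 in the other vB libraries), its mean r with its tissue 0.706, its mitochondrial share 8.61% (2.77 to 3.93%), its neural progenitor mean 5.41, its ciliary mean 3.00 and its Ttll mean 2.62, each far from the other vB libraries.

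Mesenchymal markers were unequal between the vB libraries, with a mean log2(FPKM + 1) from 0.69 in replicate 6 to 4.75 in replicate 5. Over the 6 libraries they followed surface epithelium (Spearman rho 1, exact permutation p = 0.0028, adjusted p = 0.0028 over both lists, the smallest 6 libraries allow; Pearson r 0.793, exact permutation p = 0.068, 0.649 without the 2 libraries farthest from the median) and endothelium (rho 1, exact permutation p = 0.0028; r 0.989, exact permutation p = 0.0014, 0.982 without the 2 farthest). The sequencing run as the cause is argued against by replicates 5 and 6, of the same run, which differ by 4.07, where the other 4 libraries span 2.44. Non-neural tissue mixed in to unequal degrees may account for it, as a hypothesis. A biological difference between the vB samples was not tested.

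Neural markers were high in FNP replicates 4 and 5. Over 150 genes high in vB and low in MNP, MXP and limb, they reached 14.5% and 12.7% of the vB level, against at most 7.14% in the other FNP libraries. The run is argued against by FNP replicate 6, of the same run, at 6.42%. Neural tissue with neurons in the proportion of vB is argued against by the neuron markers, whose excess was at most 2.28% of the vB level where that of progenitor markers was at least 12.0%. Neural tissue rich in progenitors may have been mixed in, as a hypothesis, and neural tissue adjoining FNP by dissection was not tested.

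Collagens deviated from their tissue means by 0.41 and 0.66 on the log2 scale in replicates 2 and 6, and by −0.45 to −0.08 in the others, over the tissues other than vB. The run is argued against for replicate 6. Replicate 6 exceeded replicate 5, of the same run, by 0.738 on average over 5 tissues (0.384 to 1.13). In vB, left out for its unequal mesenchyme, this difference was −5.35. For replicate 2 the run stays open. Its MNP, MXP, FNP and dB libraries, of 1 run, lay at 0.54 to 1.00. The lowest of these was 1.498 above limb replicate 2 (−0.96), the only replicate 2 library in another run. The vB library of replicate 2, left out for the same reason, was of the same run as MNP and lay at −0.24. Whether embryos of replicates 2 and 6 were at a later stage cannot be told apart from no relation: the ratio of adult to embryonic beta globin (Hbb-b1 over Hbb-y and Hbb-bh1, where Hbb-b2 had been planned as well and was not used here) gave rho −0.086 (exact permutation p = 0.92), where a value at or below 0 had been set to exclude it. That bound was set aside after the value was seen, because the value lies within chance of 0 and because vB, with its unequal mesenchyme, moves the collagens most. Without vB, computed afterwards, rho was 0.60 (exact permutation p = 0.24), and with vB Pearson r was 0.129 (exact permutation p = 0.79) and 0.959 without the 2 farthest numbers.

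Other libraries far from their tissue were as follows. Neural progenitor means were 3.22 in MXP replicate 5, 6.10 in dB replicate 4 and 2.76 in limb replicate 1. Neuron means were 2.81 in MXP replicate 1 and 1.94 in limb replicate 1. The ciliary mean was 3.25 in dB replicate 6 and the Ttll mean 2.45 in MNP replicate 3. E030019B13Rik had 9.38 FPKM and Nkx2-1 44.7 FPKM in FNP replicate 4. Foxl2 had 7.80 and Fzd10 21.0 FPKM in vB replicate 5, and Gpr50 15.9 FPKM in vB replicate 1. Hand2 had 7.05 FPKM in MXP replicate 1 and Nkx2-1 7.92 FPKM in MXP replicate 5. Stmn2 had 65.9 FPKM in dB replicate 5 and 2.42 FPKM in MNP replicate 2.

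Signals in genes that the paper does not discuss were 11 of 11 Hox genes and 10 of 10 limb mesenchyme genes higher in limb than in facial tissue, and 6 of 6 floor plate genes higher in neural than in facial tissue.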

How the results depend on the processing

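Chosen after the data were seen were the pseudocount 0.1 with a tissue mean of at least 0.1 FPKM, the fits without vB replicate 4 and without 5 libraries, and leaving out genes with failed estimates, which left 13919 of 13934 genes. None of the single gene results that passed both thresholds changed direction under any setting run. The main counts of genes stayed within 1.5 times under the replicate number or sequencing run as a block, quantile normalization, no low filter, replicates 1 to 3 or 4 to 6 alone and without vB replicate 4, apart from the counts between tissues of a category given below. Genes differing between any 2 tissues were then 2937 to 2989 with a block, 2907 with quantile normalization and 2963 without a low filter, and 2969 when adjusted over the 15 contrasts together and 2781 when tested against a fold of 1.5. The share of facial ciliary genes in at least 2 prominences, of 3 to 18 genes, ranged from 42.9 to 80% over all settings. With each MXP library left out, genes differing between any 2 tissues were 2947 to 3032, genes higher in neural than in facial tissue 916 to 933 and higher in facial 634 to 654, differing ciliary genes 24 to 26, the share in both dB and vB 25 to 31.6%, the share in at least 2 prominences 60 to 75%, actin and stereocilia genes 10 to 12 and markers 45 to 46. The median log2 fold change of all genes between neural and facial tissue was −0.02. It was −0.05 with quantile normalization and 0.007 within replicates 1 to 3. Genes higher in neural tissue were 58.9% of the calls, and 55.0 to 62.0% over all settings.

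With 0.1 added in place of 1, 25 ciliary genes differed between categories, 1063 genes were higher in facial than in neural tissue, 60.7% of the neural ciliary genes were higher in both dB and vB, 12 motile cilium genes passed and 1 Ttll gene did. Counts for dB against vB (350), facial against limb (850), and FNP (705), MNP (448) and MXP (270) against the other prominences also moved by over 1.5 times, from 194, 365, 322, 191 and 139. Low genes have smaller fold changes the more is added. With 0.1 added and a tissue mean of at least 0.1 FPKM, 5644 genes and 63 ciliary genes differed between any 2 tissues, 38 ciliary genes between categories, 1709 genes were higher in neural and 1255 in facial tissue, 54.2% of the neural ciliary genes were higher in both dB and vB, and 17 motile cilium and 2 Ttll genes (Ttll6 and Ttll7) were higher in neural and 17 actin and stereocilia genes higher in facial tissue, over more genes tested. Called the other way were Ttll10 (log2 fold change −1.81, adjusted p = 9.1e-11 in limma), and Tagln, Ezr, Fhl1, Gpr98 and Lhfpl5, higher in neural tissue. Ttll6, Ttll10 and Lhfpl5 were named after their values were seen. The counts were then 424 for dB against vB, 1048 for facial and 3319 for neural tissue against limb (1729 in the main setting), and 928, 549 and 342 for FNP, MNP and MXP. Required to be higher than both other categories, 50% of the ciliary genes were in a single category. Without 5 libraries 7 motile cilium genes passed, and dB and vB differed in 747 genes, in 276 without vB replicate 4 and in 24 within replicates 4 to 6. Within replicates 4 to 6 FNP, MNP and MXP had 170, 100 and 44 calls. Where libraries were left out, the cause was not tested. Within-tissue r was 0.965 over all tested genes and 0.765 over 500 genes. Of single genes, 12 lost their call and 3 gained it within replicates 4 to 6, 1 and 4 within replicates 1 to 3, and 9 gained it with 0.1 added.

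Of 85 same-numbered pairs of libraries 74 came from 1 sequencing run, and 32 of 35 libraries correlated best with their own number, a hint from the data and not the design. Of the 85, 7 correlated at or under 0.1, 5 of them in number 2 between libraries of different runs and 2 within a run, so the numbers were not taken as a pairing. With the replicate block 2989 genes differed between any 2 tissues (2946 of them the same genes as without it), 942 were higher in neural and 638 in facial tissue, 31.6% of the neural ciliary genes were higher in both dB and vB, and it moved no other of these counts by over 1.5 times and changed the call of none of the 182 single gene results. Among the 25 ciliary genes that differed between any pair it ended the call of Tmem107 (dB against MXP, log2 fold change 0.98). Depth is described by coverage, and no limit was computed for genes listed near 0.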

Differences from the paper's values

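Chosen after the values were seen were the setting with 0.1 added and a tissue mean of at least 0.1 FPKM, the fit without 5 libraries, and the shares of each category under the stricter definition of a higher gene. The thresholds are those the paper states, a fold change of at least 2 and a 5% FDR. The ciliary lists are not the paper's, so its ciliary shares are set beside shares of another list, a limit and not a cause.

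The paper's number of genes differing between any 2 tissues is 7077, and 2968 were found here. None of the alternatives set before the data were examined brings the count within 1.5 times of it (4005 with 0.1 added in place of 1). The setting chosen after seeing the values gives 5644, within 1.5 times, and how many of the paper's own genes it drops was not counted, since that list was not used here. The paper's share of ciliary genes that differ is 29% and the share here 11.7%, which no alternative set beforehand closes. The setting chosen after seeing the values gives 63 of 264.

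The paper's share of differing ciliary genes higher in a single category is 62%, and 100% was found here. It is 92% with 0.1 added and 92.1% with the setting chosen after seeing the values, within 1.5 times of the paper's. The share cannot exceed 100%, so these values are little nearer to 62% than the main share. It is 50% when a gene had to be higher than both other categories, also within 1.5 times. That measure is not like the paper's: the remaining genes fell in no category, where the paper's remaining genes were shared between tissues. The other alternatives set beforehand do not come within 1.5 times. The paper's share higher only in neural tissue is 40% against 83.3% here. It is 41.7% (5 of 12) when a gene had to be higher than both other categories, a definition set beforehand for the single category share and applied to this one after the values were seen, and how many of the paper's own genes it drops was not counted. The other alternatives do not close it. For facial tissue alone the paper's share is 17.6% against 8.33% here, closed with 0.1 added (12%) and within replicates 4 to 6 (20%) and by no other. For limb alone the paper's share is 3.4% against 8.33% here, closed with 0.1 added (4%) and by no other set beforehand, and 1 of 38 with the setting chosen after seeing the values. The main shares for facial tissue and for limb rest on 1 gene each. The paper's share of neural ciliary genes higher in both dB and vB is 66% against 25% here, closed with 0.1 added (60.7%) and by no other set beforehand, and 54.2% with the setting chosen after seeing the values.

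The paper states that the genes that differ come from all compartments of the cilium. Here, in the main setting, they came from basal body, transition zone, axoneme and membrane lists. In limma none of the IFT-A, IFT-B, motor and BBSome genes was called there, with 6, 13, 7 and 9 at an unadjusted p under 0.05 in at least 1 pair. Under alternatives some transport, motor and BBSome genes were called. Rabl5, with a log2 fold change of 0.989 for vB against MNP in the main setting, was called there with 0.1 added (1.03) and within replicates 1 to 3 (1.0004). For vB against MXP it was called within replicates 4 to 6 (1.07) and without MXP replicate 1 (1.045). Kif3c was called without vB replicate 4, left out after the data were seen (vB against limb, 1.07). Bbip1 (vB against MNP, 1.05) and Kif7 were called within replicates 4 to 6. The paper states that ciliary genes are shared between pairs of categories, where here none of the 12 was. With 0.1 added 2 were shared by neural tissue and limb, and with the setting chosen after seeing the values 2 by neural tissue and limb and 1 by facial tissue and limb. It names FNP and MXP as the prominences with the most genes of their own. Here Rab3il1, higher in FNP alone, was the only ciliary gene higher in a single prominence, and over all genes FNP had 393, MNP 147 and MXP 142. It states an enrichment in neural tissue of genes for tubulin binding and glutamylation, with Ttll genes among them. Here Ttll1 and Ttll7, 2 of 6, differed between at least 1 pair of tissues, both higher in vB. Between the means of neural and facial tissue, a comparison that need not be the paper's, 0 of 6 passed in limma and 3 had an unadjusted p under 0.05, while Ttll1 had a log2 fold change of 0.85 and Ttll7 of 0.75, and Ttll7 passed with 0.1 added (1.10). Against limb Ttll7 passed with 0.1 added (1.32), and Ttll1 (1.02) and Ttll7 (1.005) without 5 libraries, left out after the values were seen. With the setting chosen after seeing the values 2 of 11 were higher in neural tissue (Ttll6 and Ttll7) and Ttll10 was lower (log2 fold change −1.81, adjusted p = 9.1e-11 in limma), Ttll6 and Ttll10 being named after their values were seen. It states that the libraries of each tissue clustered closely, and here the vB libraries fell into 3 clusters.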

Other observations

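The comparisons below use lists fixed beforehand. Apart from the list tests of dB against vB, none of the tests here was chosen after its result was seen.

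Of 15 dorsal patterning factors, 11 were higher in dB than in vB and 4 did not pass in limma (12 higher when adjusted over the list alone; camera adjusted p = 4.3e-18, and adjusted p = 1.4e-06 with an estimated correlation). Of 15 ventral factors, 7 were higher in vB and 8 did not pass (8 higher when adjusted over the list alone; camera adjusted p = 2.4e-16, and adjusted p = 0.0022 with an estimated correlation). Within replicates 4 to 6, 2 of 14 dorsal factors were higher in dB and 2 of 15 ventral factors in vB. The median log2 fold changes of these lists were not smaller there (1.45 and −1.34, against 1.18 and −1.03 over all replicates). Within replicates 1 to 3 the counts were 9 and 8 of 15, with 1 ventral factor higher in dB. Mesenchymal markers differed between dB and vB as well, with 5 of 12 higher in dB and 7 not passing (median log2 fold change 1.38). Their camera adjusted p was 1.2e-07, and 0.25 with an estimated correlation. The list tests of dB against vB were added after the data were seen. Of the dorsal factors Wnt3a (log2 fold change 2.14, SE 0.19, adjusted p = 3.6e-09 in limma) and Msx2 (log2 fold change 2.40, SE 0.35, adjusted p = 2.1e-05) were higher in dB, and of the ventral factors Shh (log2 fold change −2.08, SE 0.37, adjusted p = 3.9e-04) and Isl1 (log2 fold change −2.39, SE 0.31, adjusted p = 2.6e-06) were higher in vB. Within replicates 4 to 6 the adjusted p of Msx2, Shh and Isl1 was 0.58, 0.34 and 0.12. Against facial tissue, 8 of 15 dorsal factors were higher and 4 lower in neural tissue (camera adjusted p = 0.013, and adjusted p = 0.100 with an estimated correlation), and 11 of 15 ventral factors were higher (camera adjusted p = 3.7e-06, and adjusted p = 0.067 with an estimated correlation). All 6 floor plate genes were higher (camera adjusted p = 3.2e-04, and adjusted p = 0.067 with an estimated correlation), among them Foxa2 (log2 fold change 1.74, SE 0.24, adjusted p = 1.2e-07) and Foxj1, which the multiciliogenesis list also holds. Of 8 olfactory genes 7 were higher (camera adjusted p = 2.2e-05, and adjusted p = 0.067 with an estimated correlation), led by Lhx2 (log2 fold change 4.48, SE 0.22, adjusted p = 5.0e-18), a factor that the forebrain also expresses. Choroid plexus and roof plate gave 3 of 5 higher (camera adjusted p = 0.096) and eye genes 2 of 4 (Rax and Dct, camera adjusted p = 0.044, and adjusted p = 0.35 with an estimated correlation).

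Facial tissue was higher than neural tissue in 8 of 10 facial prominence genes (camera adjusted p = 9.1e-05, and adjusted p = 0.067 with an estimated correlation), among them Pax9 (log2 fold change −3.01, SE 0.24, adjusted p = 1.0e-12), in 7 of 7 mandibular genes (camera adjusted p = 3.7e-06, and adjusted p = 0.040 with an estimated correlation), in 5 of 7 frontonasal genes with 1 lower (camera adjusted p = 0.15), and in 6 of 13 osteochondrogenic genes with 1 lower (camera adjusted p = 0.080), among them Runx2 (log2 fold change −2.51, SE 0.28, adjusted p = 2.2e-09). Limb mesenchyme gave 4 of 10 higher in facial tissue (camera adjusted p = 0.12) and skeletal muscle 3 of 8 (Actc1, Des and Myog, camera adjusted p = 0.092). Of 18 Hedgehog pathway genes, Shh was higher in neural tissue and Gli1 (log2 fold change −1.31, SE 0.18, adjusted p = 2.5e-07) and Gas1 were lower (camera adjusted p = 0.092). Of the genes the paper names, its DE ciliome genes had a camera adjusted p of 0.99 and the others 0.12.

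In limma no gene passed between neural and facial tissue among 11 Hox genes (0 with an unadjusted p under 0.05, camera adjusted p = 0.98), 10 endothelial genes (4, camera adjusted p = 0.98), 9 erythroid genes (1, camera adjusted p = 0.63), 7 macrophage genes (6, camera adjusted p = 0.12) and 7 immediate early genes (6, camera adjusted p = 0.99). The same held for the IFT-A (4, camera adjusted p = 0.99), IFT-B (8, camera adjusted p = 0.85), motor (6, camera adjusted p = 0.99), transition zone (20, camera adjusted p = 0.11), basal body (19, camera adjusted p = 0.98) and other tubulin-modifying lists (8, camera adjusted p = 0.49).

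Other splits of the same libraries into groups of the same sizes were drawn 100 times, the real one included. Chance can be excluded where under 5% of them were as large. Only the real one was as large for genes differing between any 2 tissues (2968, highest other 1797), ciliary genes differing between any 2 tissues (25 and 13) and between categories (12 and 2), genes higher in neural (925 and 152) and in facial tissue (646 and 495), motile cilium genes (4 and 0), actin and stereocilia genes (11 and 1), markers (45 and 40), neural against limb (1729 and 1244), facial against limb (365 and 34) and the prominences (437 and 215). For dB against vB 4 of 100 splits gave as many as the real 194, the real one included, and the highest other gave 291. This lies under that share, but another grouping of these libraries gave more genes than dB and vB. For the Ttll genes the real count was 0, so all 100 splits were as large by construction and decide nothing.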
